# Maternal Undernutrition Induces Cell Signalling and Metabolic Dysfunction in Undifferentiated Mouse Embryonic Stem Cells

**DOI:** 10.1007/s12015-022-10490-1

**Published:** 2022-12-15

**Authors:** Pooja Khurana, Andrew Cox, Barira Islam, Judith J. Eckert, Sandrine Willaime-Morawek, Joanna M. Gould, Neil R. Smyth, Patrick C. McHugh, Tom P. Fleming

**Keywords:** Mouse ES cells, Maternal low protein diet, RNAseq, Metabolomics, MAPK pathway, Glucose metabolism, Cell signalling, DOHaD

## Abstract

Peri-conceptional environment can induce permanent changes in embryo phenotype which alter development and associate with later disease susceptibility. Thus, mouse maternal low protein diet (LPD) fed exclusively during preimplantation is sufficient to lead to cardiovascular, metabolic and neurological dysfunction in adult offspring. Embryonic stem cell (ESC) lines were generated from LPD and control NPD C57BL/6 blastocysts and characterised by transcriptomics, metabolomics, bioinformatics and molecular/cellular studies to assess early potential mechanisms in dietary environmental programming. Previously, we showed these lines retain cellular and epigenetic characteristics of LPD and NPD embryos after several passages. Here, three main changes were identified in LPD ESC lines. First, their derivation capacity was reduced but pluripotency marker expression was similar to controls. Second, LPD lines had impaired Mitogen-activated protein kinase (MAPK) pathway with altered gene expression of several regulators (e.g., *Maff*, *Rassf1*, *JunD*), reduced ERK1/2 signalling capacity and poorer cell survival characteristics which may contribute to reduced derivation. Third, LPD lines had impaired glucose metabolism comprising reduced upstream enzyme expression (e.g., *Gpi, Mpi*) and accumulation of metabolites (e.g., glucose-6-P, fructose-6-P) above the phosphofructokinase (PFK) gateway with PFK enzyme activity reduced. ESC lines may therefore permit investigation of peri-conceptional programming mechanisms with reduced need for animal experimentation.

**Graphical Abstract:**

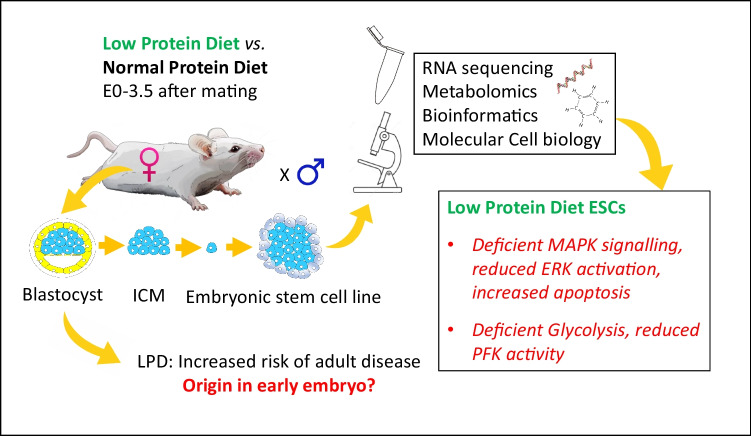

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12015-022-10490-1.

## Introduction

The origin of adult chronic non-communicable diseases across the cardiometabolic and neurological spectrum can arise from the prenatal environment according to the Developmental Origins of Health and Disease (DOHaD) hypothesis [1]. In particular, the period around conception is vulnerable to diverse stress conditions including sub-optimal parental nutrition and assisted reproductive treatments (ART) [2–4]. Adverse peri-conceptional environment can alter multiple molecular, cellular and physiological processes in the developmental programme that persist through gestation affecting growth, metabolism and later disease risk, across mammalian species, including humans [2, 5, 6]. Whilst challenging environmental conditions can evoke developmental plasticity to aid survival, altered programming can become maladaptive where conditions later change leading to pathophysiology [1, 2, 4].

We have used a mouse maternal protein restriction model whereby low protein diet (LPD), administered exclusively during preimplantation development with normal nutrition thereafter and postnatally, is sufficient to induce adult offspring cardiovascular, metabolic, structural and neurological dysfunction [7–10]. This transient restriction alters uterine metabolite and amino acid levels sensed directly by the preimplantation embryo through mTOR signalling [11] leading to an array of cellular responses affecting both embryonic [8–10, 12] and extra-embryonic [11, 13–16] lineages. Given the limited size and inaccessibility of the preimplantation embryo, we have used embryonic stem cell (ESC) lines derived from blastocysts to probe effects of maternal LPD in early embryonic programming. This novel approach has shown common molecular and epigenetic changes induced by maternal diet in both early passage ESC lines and embryos *in vivo* [13, 14]. Moreover, ESC lines have been employed for mechanistic analysis of other peri-conceptional conditions associated with DOHaD [17, 18].

Here, we provide a detailed characterisation of undifferentiated LPD and control (normal protein diet, NPD) ESC lines for further evidence of early steps in adverse programming and phenotypic plasticity. Through RNA sequencing, metabolomic, integrated bioinformatics, qRT-PCR, cellular and physiological analyses, we identify that maternal undernutrition leads to dysfunction in MAPK cell signalling and glycolytic metabolic pathways. We propose that these cells provide a valuable resource for DOHaD mechanistic studies, and can be used to generate *in vitro* models for studying developmental programming events in early embryogenesis or in specific organs through directed differentiation or organoid cultures.

## Materials and Methods

### Animal Treatment, ESC Line Derivation

Animal procedures were conducted under UK Home Office project license and local ethics approval (University of Southampton). C57BL/6 females (7–9 week) were mated naturally overnight with C57BL/6 males and plug positive females were housed individually the following morning and assigned randomly to either control normal protein diet (18% casein, NPD) or isocaloric low protein diet (9% casein, LPD) supplied by Special Dietary Services Ltd, UK, and fed *ad libitum* until embryonic day 3.5 (E3.5); diet composition has been described elsewhere [7]. Embryos were collected at the blastocyst stage after cervical dislocation and uterine flushing with H6 medium with 4 mg/ml BSA (H6 + BSA) [19]. Blastocysts were placed onto a freshly-prepared feeder layer of mitotically inactivated mouse embryonic fibroblasts (MEFs) prepared using standard procedures [20] in ES medium (knockout-DMEM [Gibco, 10829] supplemented with 15% knockout serum replacement (KSR) [Gibco, 10828], non-essential amino acids [Gibco, 11140], 1 mM sodium pyruvate [Gibco, 11360], 100 µM 2-mercaptoethanol [Sigma, M7522], 2 mM glutamine, penicillin [50 U/ml]/ streptomycin [50 µg/ml] (Gibco, 10,378) and 1000 U/ml of leukaemia inhibitory factor (LIF)), incubated at 37 °C in 5% CO_2_. After substantial outgrowth of the inner cell mass (ICM; 2.5 days culture), ICM-derived clumps from individual embryos were dislodged using a drawn capillary tube and mechanically dissociated into single-cell and small-cell aggregates in 0.05% trypsin–EDTA. Disaggregated cells were seeded onto fresh feeder layers on 96 well plates and cultured in ES medium. Viable ESC colonies were primarily passaged at day 3.5, expanded by trypsin passaging at 3-day intervals to reach confluence on a 100 mm dish. ESC lines were frozen after ~ 24 days in culture, passage number (PN) 5–7.

Sex determination of ESC lines was carried out after feeder cell depletion, by amplification of Y chromosome *Sry* and *Zfy* and control X chromosome *DXNds3* [21, 22]. Male ESC lines were predominant (LPD 70.6%, NPD 80.0%). ESC lines were karyotyped after at least 10 passages by fixation and Giemsa staining with most showing euploid karyotype (40 chromosomes in > 50% metaphase spreads; (LPD 71.4%; NPD 80.0%). A total of 18 ESC lines were generated from LPD blastocysts from 11 mothers and 38 lines from NPD blastocysts from 11 mothers. Male normal karyotype cell lines, all from different mothers, were used in all analyses.

### RNA Sequencing and Data Analysis

mRNA sequencing of five LPD and five NPD ESC lines (PN 9–12) was performed by an Illumina platform. RNA was extracted from ESCs cultured in fibroblast-free media using an RNeasy mini kit (Qiagen, UK). RNA was quality checked using nanodrop, agarose gel electrophoresis and Agilent 2100 Bioanalyzer followed by enrichment using oligo(dT) beads. The resulting mRNA was fragmented randomly and used as the template for synthesis of first strand of cDNA using random hexamers primer. The second strand synthesis was carried out by removing the RNA template and synthesizing a replacement strand to generate double-stranded cDNA. A series of terminal repair was carried out by ligation and adapter-ligation. The double-stranded cDNA library was completed through size selection and PCR enrichment. The quality control and concentration of the library was assessed using Qubit 2.0, Agilent 2100 bioanalyzer and qRT-PCR. The qualified libraries were fed into Illumina sequencers after pooling according to their effective concentration and expected data volume. The original data obtained from the high throughput sequencing platforms were transformed into sequenced reads by base calling. Reads were then filtered for adaptor contamination using cutadapt [23] and filtered such that at least 90% of bases of each read had a quality score > 20. Raw RNA sequencing data has been submitted to GEO repository (Accession number GSE216108).

The program Salmon was used for quantifying abundances of transcripts from RNA-sequencing data, or more generally of target sequences using high-throughput sequencing reads [24]. The index for Mus_musculus.GRCm38.88_transcripts.fa was built in Salmon using the default parameters. The program Wasabi was used to prepare Salmon output for downstream processing by Sleuth. Bootstrapping of the quantification was performed iteratively for 100 rounds. Resulting counts were then normalized through the transcripts per kilobase million (TPM) method. Differential expression analysis was carried out using the software package Sleuth (v0.30.0) using TPM normalized counts for each cell type. Gene Set Enrichment Analysis (GSEA) was carried out on the Broad Institute website (http://www.broad.mit.edu/gsea) using Hallmark Gene Sets of Molecular Signatures Database (MSigDB) collection because it represents 50 well-defined, large-scale biological processes that are applicable to the widest range of potential cellular responses [25]. The mouse genes were mapped to human genes before carrying out the analysis. A ranking metric was assigned to all the annotated genes using their P-values and fold change [26]. GSEA calculates unique enrichment score for each gene set that reflects the degree to which a gene set is overrepresented at either end of this continuum.

### Metabolomics and Data Analysis

Seven ESC lines were cultured (in duplicate) from each dietary group (PN 10–12), and expanded to 70–80% confluency in serum-free ES medium (KnockOut™ DMEM, LIF, 15% KO/SR), counted using trypan blue, flash frozen in liquid nitrogen as 50–100 μl packed cell pellets and stored at -80 °C. Samples were further processed using an automated MicroLab STAR® system (Hamilton) and analysed commercially (Metabolon Inc., NC USA) using ultra-performance liquid chromatography (UPLC, Waters ACQUITY) and a high-resolution tandem mass spectrometry (MS/MS, Thermo Scientific Q-Exactive) platform. Curated relative ion intensity data were normalised by both protein concentration (Bradford assay) and cell counts (trypan blue assay) analysis, and missing values were imputed to ensure improved data quality and to preserve biological variability of the samples. Metabolite values were normalised (i.e. rescaled) according to the median and log-transformed and back-transformed (as simple geometric means) and significance was evaluated by the Welch’s 2-sample t-test. The dataset was also adjusted for false discovery rate (FDR, q-value).

### Integrated Metabolomics and Transcriptomics Analysis

Paintomics version 4 was used to carry out integrated transcriptomics and metabolomics analysis using our two datasets [27]. The program integrates metabolite and transcript abundances and significances and maps them onto organism-specific Kyoto Encyclopedia of Genes and Genomes (KEGG) maps. All the annotated transcripts and metabolites with their fold-change values were imported and a list of the significant transcripts (*P* < 0.05) and metabolites (*P* < 0.05) were used as feature for respective analysis. The program computed P-values for individual transcriptomics and metabolomics analysis as well as combined P-values. The joint pathway enrichment P-value considering both the omics data was computed by applying the Fisher combined probability test. This is done by assigning a weight to transcriptomics and metabolomics that is the percentage of features mapped to pathways in that omic.

### Quantitative Real-time PCR

RNA was extracted as for above RNA sequencing for quantitative real-time PCR (qRT-PCR). cDNA was prepared using the Verso cDNA synthesis Kit (Thermo Fisher Scientific, Waltham, USA). A mix comprising 2 μl 5 × cDNA synthesis buffer, 1 μl deoxyribonucleotides triphosphate (dNTPs), 0.5 μl random hexamers, 0.5 μl oligo (dT) primers and 0.5 μl Verso enzyme mix was added to 150 ng RNA. The mix was then incubated at 42 °C for 60 min, followed by enzyme inactivation at 95 °C for 2 min as for manual instructions. The resulting cDNA was diluted 1:5 in Tris–EDTA (TE) buffer (Thermo Fisher Scientific) and stored at -20 °C until use. Primers used for qRT-PCR were designed using the online tools found in the Primer3 website (http://biotools.umassmed.edu/bioapps/primer3_www.cgi) and were designed to produce amplification products < 300 bp, and to have a melting temperature of 60 ± 1 °C (Supplementary Table 1). Primers were manufactured by Eurofins Genomics (Edersberg, Germany). For each sample, 1.5 ng of cDNA was used for qRT-PCR using a CFX96 RT instrument (Bio-Rad, Hercules, USA). Analysis of samples was performed in duplicate with each 10 μl reaction composed by 3 μl iTaq Universal SYBR Green Supermix (Bio-Rad), 300 nM of each forward and reverse primer and 5 μl diluted cDNA (0.3 ng/μl). The qRT-PCR reaction involved polymerase activation and cDNA denaturation at 95 °C for 5 min, followed by 40 thermal cycles consisting of denaturation at 95 °C for 5 s and primers annealing and extension at 60 °C for 30 s. Fluorescence was measured at the end of every cycle. Upon completion of thermal cycling, melting curve analysis was performed to confirm reaction specificity. Bio-Rad CFX Maestro software (Bio-Rad) was used to perform baseline subtraction and determine the threshold cycle (Ct). Normalization of expression of gene of interest to the selected reference genes (*Sdha*, *Tbp* and *Tuba-1*; GeNorm) was performed applying the formula for the calculation of the ΔCt. Data normalization and ΔΔCt calculations were performed using the CFX Maestro software (Bio-Rad). The expression fold change difference was calculated as 2 ^^(− ∆∆Ct)^ For pluripotency gene expression analysis, cDNA was synthesised by random priming from 250 ng RNA using the Improm- IITM Reverse Transcriptase System (Promega, UK) kit, amplification was conducted using a Chromo4 Real-time Detector (BioRad, UK) with Opticon Monitor v3.1 software, and amplified target genes were quantified following the SYBR-green precision mastermix (PrimerDesign, UK) protocol and using the same reference genes as above.

### ESC Proliferation and Cell Cycling

Proliferation was determined at early (PN 4–5) and later (PN 9–11) passages over 96 h in ES medium (2,500 cells in 150 µl/ well with MEFs), replaced daily, using conventional haemocytometer counts. Cell viability was determined using trypan blue (Sigma) exclusion in proliferation assays. Cell cycling was assessed after 24 h culture following 70% ethanol fixation of asynchronous ESCs, staining with propidium iodide (PI, 10 µg/ml PI with 250 µg/ml RNase, Sigma) and flow cytometric analysis (FACSCalibur, BD Biosciences) to determine proportion of G0/G1, S phase, and G2/M ESCs by mathematical deconvolution of DNA histograms using FlowJo 7.6.5 software (TreeStar, Inc., San Carols, CA). ESCs were also synchronised using nocodazole (80 ng/ml, Sigma) in ES medium for 6 h before release and subsequent PI staining and flow cytometry. S-phase cycling was also assessed after 24 h culture (1 × 10^5^ cells) in ES medium by BrdU incorporation (10 µM BrdU, 20 or 60 min), fixation in 70% ethanol, immunodetection of BrdU using mouse anti-BrdU antibody (1:100; Vector labs, VPB209) and secondary anti-mouse Alexa Fluor 488 (1:200, Molecular Probes), followed by PI staining and flow cytometry.

### ESC Survival and Apoptosis

ESCs (4 × 10^4^ cells) on MEFs in ES medium were harvested and trypsinized after 24, 48 and 72 h culture, stained with Annexin V-FITC and PI (100 µg/ml) in Annexin V binding buffer (10 mM HEPES pH 7.4, 140 mM NaCl, 2.5 mM CaCl_2_) for 30 min at 4 °C in the dark. For flow cytometric analysis, 20,000 cell events were recorded using a FACSCalibur flow cytometer (BD Biosciences). Data was assessed using Cell Quest Pro software (BD Biosciences). Forward scatter (indicating cell size) and side scatter (indicating cell granularity) gates were set so as to exclude MEF cells and debris. The percentage of apoptotic cells was determined by generating a dual-colour dot plot (Annexin V-FITC (FL-1) vs. PI (FL-2)) and then setting a quadrant marker based on unstained and single-labelled control samples.

### ESC Metabolic Activity

Measurement of glycolytic enzyme activity included two key allosteric enzymes, phosphofructokinase (PFK) and hexokinase (HK), assessed in lysates of fourteen (7 NPD and 7 LPD) ESC lines using colorimetric assay kits (Abcam, ab155898 and ab136957, respectively; same lot numbers throughout) according to manufacturer’s instructions. Two million live cells were diluted in 200 μl assay buffer, homogenized in UV-irradiated tubes on ice, centrifuged (12,000 rpm, 5 min, 4˚C), supernatants filter centrifuged (0.2 µm VectaSpin Micro centrifuge tube filter Z338591, Sigma Aldrich) and aliquots (20–30 μl) stored at -20 °C before analysis (duplicate samples, 0.5 µl, ~ 5 K cells) using Infinite F200 PRO (Tecan) microplate reader. Enzyme activity was normalised to cell counts and protein concentration (Bicinchoninic Acid (BCA) Assay) using the microplate reader.

### Immunofluorescence

Blastocysts and ESC lines were fixed in 4% paraformaldehyde, washed in PBS-Tween-20 (PBS-T, 0.05%), blocked and permeabilised (PBS with 0.3% Triton X-100 and 5% donkey serum) for 45 min, washed in PBS, incubated overnight at 4 °C with primary antibody (Supplementary Table 2) in PBS with 1% BSA and 0.3% Triton X-100, washed in PBS-T and incubated in secondary antibody conjugated with Alexa Fluor 488-, 546-, or 647- (Molecular Probes; 1:200 dilution) in PBS with 1% BSA and 0.3% Triton X-100 for 1 h at room temperature, and washed with PBS-T containing DAPI (0.2 µg/ml) in last wash. Samples were viewed on a Leica TCS SP5 confocal microscope and images analysed using Volocity software (PerkinElmer).

### Western Blotting

ESCs were grown feeder-free (3 × 10^5^ cells) and cell lysates prepared at 24, 48 and 72 h by incubation for 20 min with Onyx lysis buffer (20 mM Tris–HCl, pH 7.4, 135 mM NaCl, 1.5 mM MgCl_2_, 1 mM ethyleneglycoltetraacetic acid (EGTA), 1% TX-100, 10% glycerol) supplemented with both a protease inhibitor cocktail (Sigma. 1:100) and phosphatase inhibitors (2 mM Na_3_VO_4_, and 50 mM NaF). Reduced samples were fractionated by SDS-PAGE on pre-cast 4–12% NuPAGE® Bis–Tris polyacrylamide gels (Invitrogen). After separation, proteins were transferred to a methanol-activated Polyvinylidene Fluoride membrane (Immobilon-FL; Millipore) by overnight electro-elution. Membranes were blocked with 5% (w/v) non-fat dry milk in Tris-Buffered Saline (TBS) + 0.05% Tween20 (TBS-T) for 1 h at room temperature with constant agitation. Membranes were washed with TBS-T and probed with primary antibodies (Supplementary Table 2) overnight at 4 °C, washing and incubation with secondary antibody conjugated to IRDye™ 800CW (Rockland Inc. Molecular Probes) near-infrared (IR) fluorochrome for 1 h at room temperature in the dark. Following further washing, blots were scanned using the LI-COR Odyssey IR imaging system (LI-COR Biosciences). Integrated density values (IDVs) were obtained using the Odyssey software based on pixel intensity, and normalised to α-tubulin loading controls. Where membrane stripping was required, blots were incubated in stripping buffer (200 mM glycine, 3.5 mM SDS, 1% (v/v) Tween20, pH 2.2) for 10 min at room temperature, and then subsequently washed in PBS for 20 min and TBS-T for 10 min.

### Statistical Analyses

Statistical analysis of RNA sequencing, metabolomics and integrated Paintomics comprised tools available within the software programmes used and are referred to in the respective sections for generation of P values. The qRT-PCR, enzyme assays, and cellular studies were performed a minimum of three times and Minitab 16.1.0 or GraphPad Prism version 8.0 were used for statistical testing. Normality was tested using the Anderson–Darling or Shapiro–Wilk tests and considered normal when P > 0.05. Variance homogeneity was analysed using the F-test. Differences between dietary treatment groups were performed using the independent Student’s t-test or one way ANOVA (for normally distributed data), or Mann–Whitney rank sum test (for non-normal data sets). For the metabolic enzyme assay, differences were calculated using Welch’s t-test. All data are expressed as means ± SEM. *P* < 0.05 was considered statistically significant.

## Results

### LPD Reduces ESC Derivation Efficiency and Alters Expression of Pluripotency Markers in Blastocysts Undergoing ESC Transition

Similar numbers of blastocysts were isolated from LPD-fed and NPD control mothers (LPD 6.3 ± 0.44; NPD 6.5 ± 0.29; 16 mothers for each) which subsequently hatched from the zona pellucida and developed at similar rates during culture for ESC line derivation in the presence of leukemia inhibitory factor (LIF) and knockout serum replacement (KSR). However, fewer ESC lines were generated from LPD blastocysts (20%) compared to NPD blastocysts (49%; *P* = 0.016) (Fig. 1A). To see whether this distinction reflected changes in inner cell mass (ICM) pluripotency, we analysed the numbers of cells expressing the pluripotency markers NANOG and OCT4 and the primitive endoderm (PE) marker, GATA4, in blastocysts both immediately after collection at E3.5 (Supplementary Fig. 1A) and in outgrowths formed during subsequent 2.5 days culture in ES medium (Fig. 1B). No difference in the proportion of cells stained for NANOG, OCT4 or GATA4 was found in E3.5 blastocysts between treatments (Supplementary Fig. 1B), however, LPD outgrowths showed an increase in OCT4 positive cells (LPD 46.31 ± 3.21 vs. NPD 34.66 ± 2.16; *P* = 0.0029) while NANOG (~ 3–4 cells) and GATA4 (~ 30–40 cells) staining cells were comparable between groups (Fig. 1C). This resulted in LPD embryo outgrowths having a reduced NANOG:OCT4 ratio (LPD 0.079 ± 0.015 vs. NPD 0.134 ± 0.027; *P* = 0.044) and GATA4:OCT4 ratio (LPD 0.796 ± 0.067 vs. NPD 0.992 ± 0.070; *P* = 0.049) (Fig. 1D) and decreased the percentage of LPD outgrowths containing GATA4 stained cells (LPD 61.76% vs. NPD 88.24%). However, established LPD and NPD ESC lines exhibited equivalent expression of the three pluripotency factors *Nanog*, *Oct4* and *Sox2* at either mRNA or protein levels (Supplementary Fig. 1C, D).

**Fig. 1:**
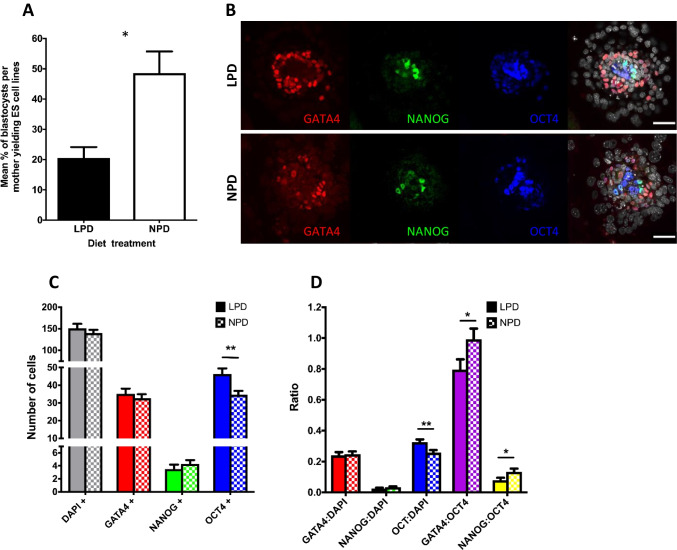
Effect of LPD on ESC line derivation and pluripotency. **A** Percentage (± SEM) of blastocysts yielding ESC lines. LPD, *n* = 100 blastocysts from 13 mothers; NPD, *n* = 93 blastocysts from 13 mothers. *P = 0.015. **B** Blastocyst outgrowth immunolabelling of GATA4, NANOG and OCT4 after culture for 2.5 d in ES cell medium. Scale bar = 50 µm. **C**, **D** Total number of ES cells (DAPI +) and proportion expressing specific lineage markers (**C**) and selected ratios (**D**) after 2.5 d culture in ES cell medium. LPD *n* = 29 blastocysts; NPD *n* = 35 blastocysts; data ± SEM; **P < 0.01, *P < 0.05

To investigate biological distinctions between established LPD and NPD cell lines at low passage number, we used a multi-omics approach comprising RNA sequencing (summarised Supplementary Fig. 2; Table 1), metabolomics (summarised Supplementary Fig. 3; Table 2) and integrated analysis using PaintOmics (summarised Supplementary Fig. 4; Table 3), together with supportive molecular and cellular studies. 

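RNA was sequenced from 10 ESC lines, 5 derived from blastocysts of mothers fed LPD (9% casein) and 5 from blastocysts of mothers fed NPD (18% casein). The lines are named here by diet and line number as LPD lines 1, 4, 6, 20 and 40 and NPD lines 8, 15, 21, 36 and 51. The authors trimmed the adaptors, removed reads of low quality and estimated transcript abundance with Salmon on the GRCm38 transcripts. They deposited 1 normalized value per gene and line for 20206 genes, which is a normalized estimated count and not a whole number of reads. The values of a line summed to between 16398672 and 18324979. In genes with 1 annotated transcript, at least 94.3% of the low values of a line were whole multiples of what 1 read was worth. A tolerance of 0.15 was allowed, and this value of 1 read gave the relative depth of the lines. The NPD lines held between 20483873 and 23190964 read equivalents, with a median of 22250656. The LPD lines held 21963741, 5837455, 12332485, 24108890 and 11234459 in lines 1, 4, 6, 20 and 40, with a median of 12332485. In LPD line 4, 1 read was worth 2.88 units of the normalized value and 2965 genes were listed at 0, against 1076 to 1330 genes in the NPD lines. Genes with low values were therefore measured less precisely in LPD lines 4, 6 and 40.
The 14354 genes with a mean of at least 10 over the 10 lines were compared between the diets with limma, with a mean-variance trend, on log2(value + 1), and p was adjusted by the Benjamini-Hochberg method. Log2 fold changes are LPD against NPD on this scale, which understates the change of low genes. Genes named in the text were also compared by a two-sided exact permutation test of the mean log2 values, for which 5 lines against 5 allow no p below 0.00794. The paper tested transcripts with Sleuth, and the values per gene hold no bootstraps and no separate transcripts, so each value is for the gene total. Gene positions are those of GRCm38.
The lines used were male according to the paper. The Y-linked gene Ddx3y (chromosome Y, 1260771 to 1286629) had values between 1110 and 1493 in 8 lines, 174 in LPD line 4 and 7.70 in NPD line 15. The median of 334 X-linked genes in NPD line 15 lay 0.49 above the median of the 10 lines on the log2 scale, and within 0.06 of it in every other line. Both lines were kept, and the fold changes, gene counts, list tests and share of variance were recomputed with each line left out in turn. The principal component scores, the exact permutation tests of single genes and the count of genes without overlap were not.

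**Figure D1:**
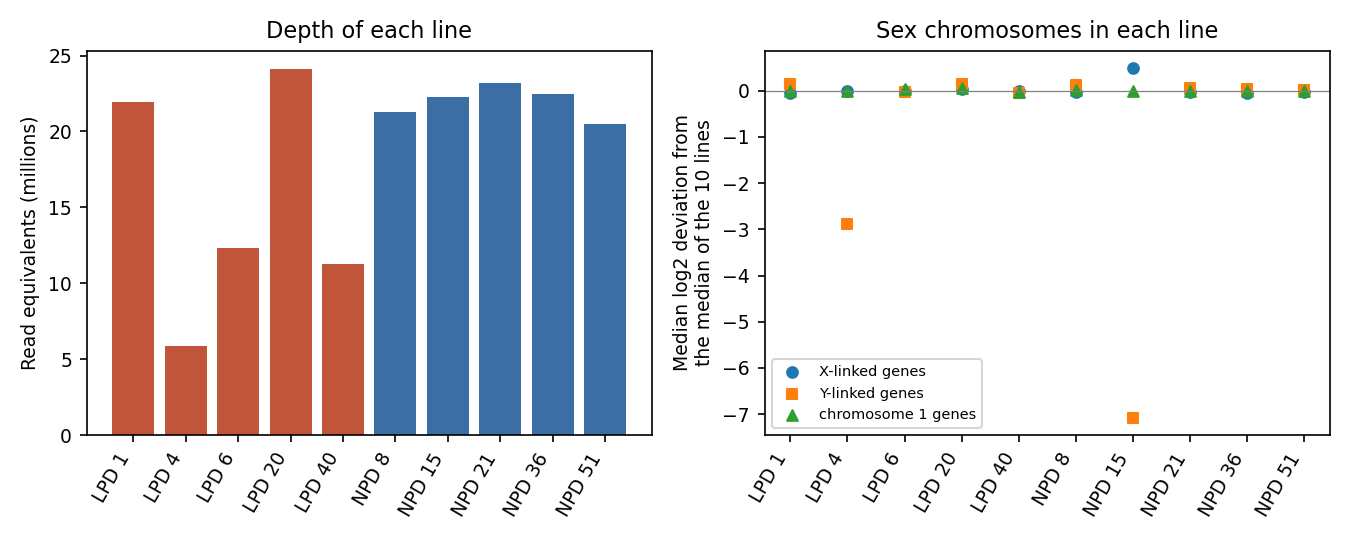
Depth of the 10 lines in read equivalents (left; bars, LPD in red and NPD in blue) and the median log2 deviation of X-linked, Y-linked and chromosome 1 genes of each line from the median of the 10 lines (right; points). LPD line 4 has 5837455 read equivalents and a Y-linked median of -2.88, and NPD line 15 has a Y-linked median of -7.07 and an X-linked median of 0.49.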

Two main distinctions were revealed as presented below.

**Table 1:** Significant transcripts with FDR cut-off of < 0.1 following RNA sequencing

Transcript ID	Emsembl_gene	Gene	p-values	q-values	b (fold change)	se_b
ENSMUST00000096350.10	ENSMUSG00000042622	*Maff*	3.36E-11	1.47E-06	1.60228302	0.24167406
ENSMUST00000010211.6	ENSMUSG00000010067	*Rassf1*	1.95E-10	4.27E-06	0.73153193	0.11493014
ENSMUST00000103231.4	ENSMUSG00000029019	*Nppb*	9.70E-10	1.41E-05	1.73344337	0.28350733
ENSMUST00000216035.1	ENSMUSG00000032085	*Tagln*	7.38E-09	8.07E-05	1.97552366	0.34167052
ENSMUST00000161576.7	ENSMUSG00000031770	*Herpud1*	7.58E-07	0.00662829	0.55590104	0.11239779
ENSMUST00000095267.5	ENSMUSG00000071076	*Jund*	4.20E-06	0.03058265	0.3402554	0.07394704
ENSMUST00000109605.4	ENSMUSG00000042406	*Atf4*	6.64E-06	0.03628993	0.36337672	0.08066325
ENSMUST00000079780.9	ENSMUSG00000022686	*B3gnt5*	6.57E-06	0.03628993	0.42050915	0.09330008
ENSMUST00000005279.7	ENSMUSG00000005148	*Klf5*	1.90E-05	0.05558587	0.37719115	0.08821177
ENSMUST00000133033.1	ENSMUSG00000029455	*Aldh2*	1.79E-05	0.05558587	−1.0280612	0.23968415
ENSMUST00000231053.1	ENSMUSG00000055065	*Ddx17*	1.91E-05	0.05558587	−0.5595783	0.13088151
ENSMUST00000171581.1	ENSMUSG00000068206	*Pick1*	1.56E-05	0.05558587	−0.8333884	0.19289044
ENSMUST00000049836.13	ENSMUSG00000042331	*Specc1*	1.74E-05	0.05558587	0.68492738	0.15943239
ENSMUST00000030202.13	ENSMUSG00000028480	*Glipr2*	1.81E-05	0.05558587	0.33158862	0.07735129
ENSMUST00000206603.1	ENSMUSG00000036427	*Gpi1*	1.42E-05	0.05558587	−0.8982733	0.20695589
ENSMUST00000107362.9	ENSMUSG00000030530	*Furin*	2.28E-05	0.06216078	4.5955826	1.0848852
ENSMUST00000120524.1	ENSMUSG00000024736	*Tmem132a*	3.14E-05	0.07867326	−0.8732329	0.20975085
ENSMUST00000039926.9	ENSMUSG00000037887	*Dusp8*	3.24E-05	0.07867326	1.41597804	0.3407126
ENSMUST00000164773.1	ENSMUSG00000020205	*Phlda1*	4.05E-05	0.08572356	1.09134467	0.26588093
ENSMUST00000167495.7	ENSMUSG00000022185	*Acin1*	4.31E-05	0.08572356	−0.5157574	0.12610319
ENSMUST00000165027.8	ENSMUSG00000001627	*Ifrd1*	4.26E-05	0.08572356	0.40414202	0.09874008
ENSMUST00000029842.8	ENSMUSG00000028191	*Bcl10*	3.75E-05	0.08572356	0.359327	0.08716396
ENSMUST00000216891.1	ENSMUSG00000009741	*Ubp1*	4.68E-05	0.08893541	−0.5684329	0.13962698
ENSMUST00000000080.7	ENSMUSG00000000078	*Klf6*	5.25E-05	0.09565782	0.60671325	0.15002368

**Table 2:** Metabolomics list of metabolites showing significant (*P* < 0.05) or trend (*P* < 0.1) LPD/NPD fold change

Super pathway	Sub pathway	Biochemical	LPD/NPD fold change	P value
Amino acid	Glycine, Serine and Threonine	threonine	0.86	0.0796
	Alanine and Aspartate	asparagine	1.29	0.0289
	Methionine, Cysteine, SAM and Taurine	N-formylmethionine	0.89	0.0590
	Urea cycle; Arginine and Proline	dimethylarginine (SDMA + ADMA)	1.37	0.0797
		trans-4-hydroxyproline	0.78	0.0391
	Polyamine	spermidine	0.73	0.0470
	Glutathione	S-methylglutathione	0.70	0.0194
Carbohydrate	Glycolysis, Gluconeogenesis, and Pyruvate	glucose 6-phosphate	2.17	0.0354
		fructose-6-phosphate	1.63	0.0152
		glycerate	1.25	0.0386
	Fructose, Mannose and Galactose	mannose-6-phosphate	2.03	0.0425
	Nucleotide Sugar	glucuronate 1-phosphate	0.81	0.0299
	Aminosugar	glucosamine-6-phosphate	1.86	0.0572
Lipid	Medium Chain Fatty Acid	caproate (6:0)	0.68	0.0912
	Long Chain Fatty Acid	myristoleate (14:1n5)	1.30	0.0114
		palmitoleate (16:1n7)	1.33	0.0191
		10-heptadecenoate (17:1n7)	1.23	0.0638
		10-nonadecenoate (19:1n9)	1.20	0.0825
	Polyunsaturated Fatty Acid (n3 and n6)	eicosapentaenoate (EPA; 20:5n3)	1.38	0.0957
		docosapentaenoate (n3 DPA; 22:5n3)	1.30	0.0581
		docosahexaenoate (DHA; 22:6n3)	1.40	0.0919
		linoleate (18:2n6)	1.29	0.0190
		linolenate [alpha or gamma; (18:3n3 or 6)]	1.37	0.0151
		dihomo-linolenate (20:3n3 or n6)	1.34	0.0425
		adrenate (22:4n6)	1.42	0.0682
	Fatty Acid (Acyl Carnitine)	stearoylcarnitine	0.75	0.0625
	Endocannabinoid	stearoyl ethanolamide	1.26	0.0828
		linoleoyl ethanolamide	1.33	0.0335
	Phospholipid	glycerophosphoethanolamine	1.46	0.0674
		1-palmitoleoyl-2-linoleoyl-GPC (16:1/18:2)	1.23	0.0855
		1-palmitoleoyl-2-linolenoyl-GPC (16:1/18:3)	1.33	0.0635
		1-oleoyl-2-linoleoyl-GPE (18:1/18:2)	1.20	0.0824
	Lysolipid	1-palmitoleoyl-GPC (16:1)	1.40	0.0238
		1-oleoyl-GPE (18:1)	1.34	0.0968
		1-linoleoyl-GPE (18:2)	1.32	0.0927
		1-oleoyl-GPI (18:1)	1.32	0.0422
		1-linoleoyl-GPI (18:2)	1.54	0.0436
		1-stearoyl-GPS (18:0)	1.39	0.0368
		1-oleoyl-GPS (18:1)	1.38	0.0780
		1-palmitoyl-GPS (16:0)	1.57	0.0209
	Lysoplasmalogen	1-(1-enyl-palmitoyl)-GPE (P-16:0)	1.34	0.0925
		1-(1-enyl-oleoyl)-GPE (P-18:1)	1.46	0.0568
	Sphingolipid	N-palmitoyl-sphinganine (d18:0/16:0)	1.80	0.0220
		sphinganine	1.71	0.0717
		palmitoyl dihydrosphingomyelin (d18:0/16:0)	1.52	0.0221
		glycosyl-N-palmitoyl-sphingosine	0.82	0.0157
	Sterol	campesterol	1.69	0.0082
Nucleotide	Purine with Adenine	adenosine 5'-diphosphate (ADP)	0.53	0.0798
	Pyrimidine with Uracil	uridine 5'-monophosphate (UMP)	0.73	0.0461
		2'-deoxyuridine	1.17	0.0941
	Pyrimidine withThymine	thymidine	0.71	0.0471
		thymine	1.43	0.0289
Cofactors and Vitamins	Ascorbate and Aldarate	ascorbate (Vitamin C)	1.47	0.0305
		threonate	1.40	0.0276
Xenobiotics	Chemical	trizma acetate	0.76	0.0791

Data based upon 7 duplicated, protein-normalised samples each of LPD and NPD ESC lines (passage number 10–12)

**Table 3:** Significant pathways in the integrated transcriptomics and metabolomics analysis using PaintOmics

Pathway name	Unique genes	Unique metabolites	Significance tests		
			Transcriptomics	Metabolomics	Combined p-values*
MAPK signaling pathway	248		0.007813943	–	0.007813943
Glycolysis / Gluconeogenesis	56	9	0.003744399	0.295303567	0.00863274
Ascorbate and aldarate metabolism	9	10	0.014901416	0.09949872	0.011140662
Pentose phosphate pathway	27	11	0.044068364	0.082073827	0.023951382
Protein processing in endoplasmic reticulum	158		0.027200695	–	0.027200695
Glycosphingolipid biosynthesis—lacto and neolacto series	22		0.03605053	–	0.03605053
Hippo signaling pathway—multiple species	25		0.04086893	–	0.04086893
Starch and sucrose metabolism	22	4	0.03605053	0.207021198	0.044016361

^*^ The combined p-values were computed by applying the Fisher combined probability test

### LPD Impairs MAPK Network Signalling in ESCs Associated with Enhanced Cellular Stress and Apoptosis

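In a principal component analysis of the log2 values, the first 3 components held 26.4%, 17.9% and 14.1% of the variance. Scores on the first component did not differ between the diets (exact permutation test, two-sided, p = 0.833). Diet accounted for 10.4% of the variance among the 10 lines (exact permutation test, p = 0.508), and for 11.1% to 13.4% with each line left out in turn. At an unadjusted p under 0.05, 408 genes were higher and 313 lower in LPD of the 14354 tested, where 717.7 are expected by chance. Of these genes, 56.6% were higher in LPD, against 40.2% when each line was rescaled to the same total. No gene passed adjustment over all genes tested, with 0 genes under 0.1 and 0 under 0.05, against 721 at an unadjusted p under 0.05. The smallest adjusted p was 0.207 (limma, Benjamini-Hochberg), for Nppb (from 1.3e-04 to 0.934 over the alternatives, for the gene with the smallest p in each), with a log2 fold change of 2.46 and all 5 LPD lines above all 5 NPD lines. Without LPD line 40, 40 genes were under 0.1 and 17 under 0.05, among them 12 of the genes of Table 1. The groups did not overlap in 146 genes, or 1.02% of those tested, where chance gives 0.794%.
The 24 transcripts of Table 1 belong to 24 genes, of which 17 transcripts are higher and 7 lower in LPD in the paper. The gene total moved in the same direction for 16 of those 17 and for 4 of those 7. At an unadjusted p under 0.05, 17 of the 24 gene totals differed between the diets, 15 higher and 2 lower in LPD. Adjusted over the list alone, 17 genes were under 0.1 and 15 under 0.05, against 0 over all genes tested. The study chose this list on these same lines, so the count over the list is not independent evidence. In 8 of the 24 genes, every LPD line lay above every NPD line. Glipr2 (chromosome 4, 43957401 to 43979118) is 1 of them, with a value of 2708 ± 348 (SD, n = 5) in LPD and 1971 ± 225 (SD, n = 5) in NPD. This is a log2 fold change of 0.46 (standard error 0.11, exact permutation test, p = 0.00794). By annotation, 18 of the transcripts are protein-coding, and 6 (of Tagln, Aldh2, Pick1, Gpi1, Ubp1 and Acin1) are retained introns or processed transcripts. The gene total reached an unadjusted p under 0.05 for 16 of the 18 and for 1 of the 6. Furin (chromosome 7, 80388585 to 80405436) and Tmem132a (chromosome 19, 10857822 to 10869940) are the other 2 protein-coding cases. Their log2 fold changes were -0.03 (standard error 0.18) and -0.02 (standard error 0.15), within the spread between lines, and both changed sign when LPD line 20 was left out, to 0.08 and 0.07, and were -0.15 without LPD line 40 and -0.11 without LPD line 1. Tagln rose by 0.73 (standard error 0.42), and by 0.29 without LPD line 6.

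**Figure D2:**
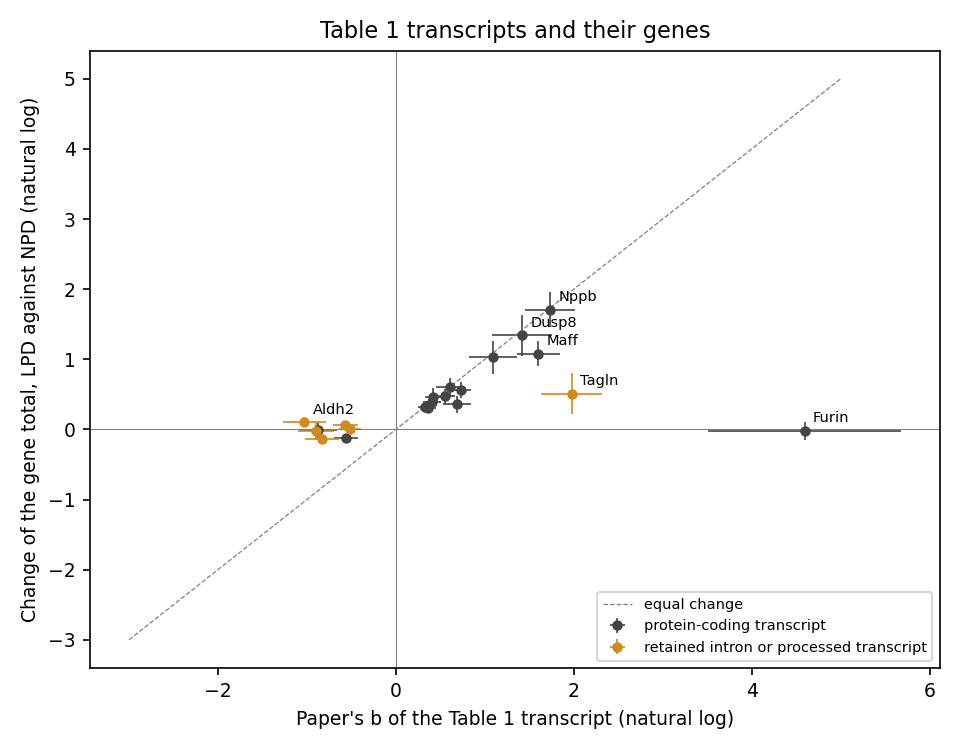
Change of each Table 1 gene's total between LPD and NPD (vertical axis, natural log, bars are standard errors over 5 lines against 5) against the paper's b of the Table 1 transcript (horizontal axis, taken as a natural log, bars are the paper's standard errors). Points of protein-coding transcripts are grey and those of the 6 retained intron or processed transcripts are orange, and 11 of the 24 gene totals differ from the paper's value in sign or by more than the larger of the paper's standard error and the SD between lines, which is not drawn.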

RNA sequencing indicated an overall similar phenotype between LPD and NPD ESC lines (Supplemetary Fig. 2A) but with differences in transcript expression identified in volcano plot (Supplementary Fig. 2B) and with 24 transcripts passing false discovery rate (FDR) at < 0.1 (listed Table 1) and 8 passing FDR at < 0.05 further visualised by heat map analysis (Supplementary Fig. 2C). 

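Gene lists were tested with camera on the same log2 values, as 29 short lists written by hand in advance, which are not the Hallmark sets of the paper. With a preset correlation of 0.01 between genes, 14 of the 29 lists had an adjusted p under 0.05. Under fry, 2 of these calls held, for the genes of Table 1 and of Fig. 2A, and with an estimated correlation 3 held, these 2 and the immediate early genes. The study chose the first 2 lists on these same lines, so they are not independent evidence. The call of the immediate early genes lay at the threshold, and under fry their adjusted p was 0.0516. Both adjustments ran over all 29 lists, the first 2 included, whose small p lowers the adjusted p of the next list. The 23 immediate early genes had a median log2 fold change of 0.70, with 21 higher in LPD (camera, limma, adjusted p = 2.76e-16, and 0.0500 with the estimated correlation). The list mean was above every NPD line in 4 of the 5 LPD lines (exact permutation test, p = 0.0317), and LPD line 40 was the other. Targets of Atf4 in the integrated stress response had a median of 0.24, with 28 of 29 higher and 3 LPD lines above every NPD line (exact permutation test, p = 0.0397). Inflammatory genes of the TNF and NF-kB response had a median of 0.28, with 15 of 19 higher and 2 LPD lines above every NPD line (exact permutation test, p = 0.0873), and it was 0.47 without NPD line 15 and 0.19 without NPD line 36. Interferon genes went the other way, with a median of -0.23 and 12 of 15 lower (exact permutation test, p = 0.0794), and without NPD line 15 the camera call was lost (adjusted p = 0.0770). Oxidative phosphorylation genes had a median of 0.08, with 67 of 77 higher, and the list mean did not differ between the diets (exact permutation test, p = 0.429). Without LPD line 40 this median was 0.02, and without NPD lines 8, 21 and 36 in turn it was 0.05, 0.13 and 0.03, and the camera call was lost without LPD line 40 (adjusted p = 0.552) and without NPD line 36 (adjusted p = 0.0558). Apoptosis genes had a median of 0.05 (exact permutation test, p = 0.897) and glycolytic enzymes a median of -0.04 (exact permutation test, p = 0.937), and neither was called, but without NPD line 8 the glycolytic enzymes had a median of -0.14 and were (adjusted p = 0.0308).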

Gene set enrichment analysis (GSEA) indicated enrichment of several pathways in LPD related to inflammation, energy metabolism and survival, collectively suggesting broad stress effects (Supplementary Fig. 2D). Three out of eight of the FDR < 0.05 transcripts, *Maff*, *Atf4*, *JunD*, were increased in LPD (all *P* < 0.0001) and are associated with the Mitogen-activated protein kinase (MAPK) pathway, a network of serial kinases with downstream effectors that target genes to coordinate cell proliferation, differentiation, apoptosis and stress response [28, 29]. 

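Maff (chromosome 15, 79346621 to 79359076), a small Maf transcription factor, had a normalized value of 620 ± 157 (SD, n = 5) in LPD lines and 214 ± 75.4 (SD, n = 5) in NPD lines, a log2 fold change of 1.56 (standard error 0.25). Every LPD line lay above every NPD line (exact permutation test, two-sided, p = 0.00794), and the adjusted p over all genes was 0.227 (limma). Jund (chromosome 8, 70698949 to 70700616) had 2941 ± 128 (SD, n = 5) in LPD and 2149 ± 188 (SD, n = 5) in NPD. A log2 fold change of 0.46 (standard error 0.08) was again seen in 5 of 5 LPD lines, with an adjusted p of 0.290 from limma. Atf4 (chromosome 15, 80255184 to 80257541) had 7445 ± 939 (SD, n = 5) against 5351 ± 690 (SD, n = 5), a log2 fold change of 0.48 (standard error 0.11). Here 4 of 5 LPD lines were above every NPD line (exact permutation test, p = 0.0159), and LPD line 40, at 6125, was below NPD line 8, at 6376. The adjusted p of Atf4 was 0.435 (limma). Without LPD line 40, all 3 genes passed an adjusted p of 0.1, with Maff at a log2 fold change of 1.72.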

The MAPK network was also the top significant class identified in PaintOmics, an integrated analysis of our transcriptomics and metabolomics datasets (Supplementary Fig. 4; Table 3).

RNA sequencing was validated by qRT-PCR for MAPK associated components. 

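Of the 12 genes of Fig. 2A, 11 were higher and 1 lower in LPD, and 10 had an unadjusted p under 0.05. Adjusted over the list alone, 12 were under 0.1 and 9 under 0.05, against 0 over all genes tested, and the study chose the list on these same lines, so the former is not independent evidence. Rassf1 (chromosome 9, 107551555 to 107562267), a Ras association domain protein, had 502 ± 111 (SD, n = 5) in LPD and 280 ± 34.2 (SD, n = 5) in NPD. Its log2 fold change was 0.82 (standard error 0.16), with all LPD lines above all NPD lines (exact permutation test, two-sided, p = 0.00794). Dusp8 (chromosome 7, 142079490 to 142095843), a MAPK phosphatase, had 262 ± 118 (SD, n = 5) in LPD and 63.3 ± 25.0 (SD, n = 5) in NPD, a log2 fold change of 1.94 (standard error 0.42, exact permutation test, p = 0.0238). LPD line 40 stood apart at 74.3, where the other LPD lines had 236 to 362. Dusp14 (chromosome 11, 84048041 to 84069261) had 179 ± 66.5 (SD, n = 5) against 128 ± 10.3 (SD, n = 5), a log2 fold change of 0.41 (standard error 0.22, SD between lines 0.37, exact permutation test, p = 0.135). Fosl2 (chromosome 5, 32135801 to 32157842) had 380 ± 299 (SD, n = 5) against 143 ± 16.7 (SD, n = 5), a log2 fold change of 1.05 (standard error 0.42, exact permutation test, p = 0.0556). Both Dusp14 and Fosl2 depended on LPD line 6, without which their log2 fold changes were 0.23 and 0.69. Adjusted p over all genes lay between 0.207 and 0.994 for the 12 genes (limma). Without LPD line 40, Rassf1 and Dusp8 passed an adjusted p of 0.1, with log2 fold changes of 0.95 and 2.34.

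**Figure D3:**
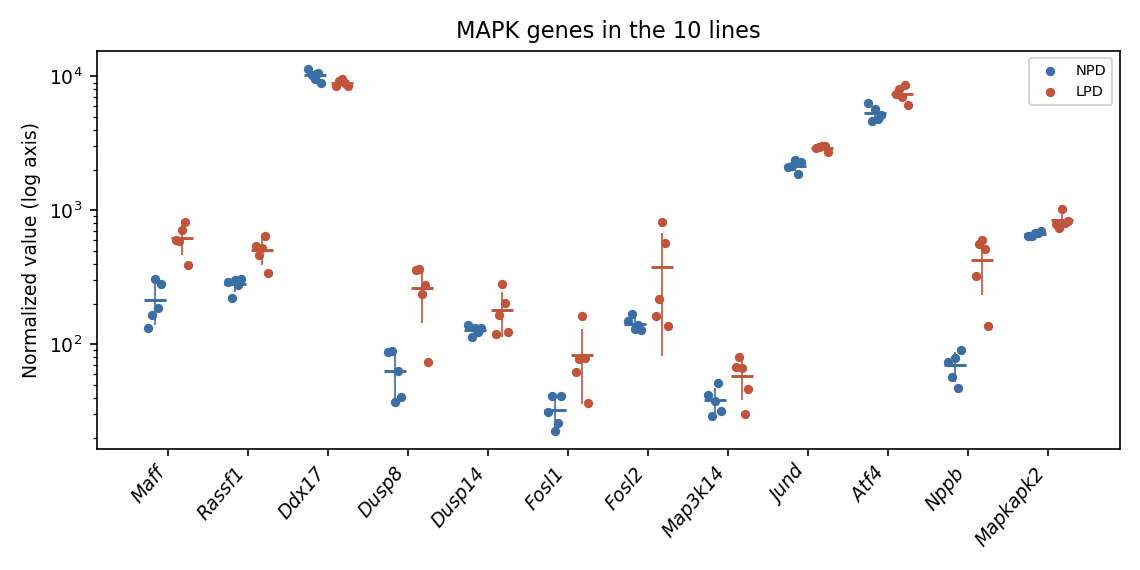
Normalized values (log axis) of the 12 genes of Fig. 2A in the 5 NPD lines (blue) and the 5 LPD lines (red). Each point is a line, horizontal bars are means and vertical bars are SDs, and in 5 of the genes all LPD lines lie above all NPD lines.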

The most significant genes in RNA sequencing included upregulation of MAPK effectors *Maff* (*P* < 0.0001), *Rassf1* (*P* < 0.0001), *JunD* (*P* < 0.0001), *Atf4* (*P* < 0.0001), *Dusp8* (*P* < 0.01), *Dusp14* (*P* < 0.01) and *Fosl2* (*P* < 0.01) in LPD which were confirmed by qRT-PCR (Fig. 2A). 

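Ddx17 (chromosome 15, 79527736 to 79546741), an RNA helicase, had a normalized value of 8920 ± 465 (SD, n = 5) in LPD lines and 10166 ± 918 (SD, n = 5) in NPD lines. The log2 fold change was -0.19 (standard error 0.08), with 3 of 5 LPD lines below every NPD line (exact permutation test, two-sided, p = 0.0317) and an adjusted p of 0.982 (limma). Map3k14 (chromosome 11, 103219762 to 103267472), the NF-kB inducing kinase, had 58.0 ± 19.8 (SD, n = 5) in LPD and 38.4 ± 8.84 (SD, n = 5) in NPD. Its log2 fold change was 0.53 (standard error 0.29), with 3 of 5 LPD lines above every NPD line (SD between lines 0.45, exact permutation test, p = 0.103). Map3k14 has low values, and with all lines thinned to the depth of LPD line 4, a setting chosen after seeing the data, its log2 fold change was 0.06.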

*Ddx17* (*P* < 0.001)and *Map3k14* (*P* < 0.01) were significantly reduced in RNA sequencing but not significant in qRT-PCR. Similarly, *Fosl1* was upregulated in both RNA sequencing and qRT-PCR in LPD but was only significantly changed in RNA sequencing (*P* < 0.01). 

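Fosl1 (chromosome 19, 5447547 to 5455946), a Fos-related subunit of AP-1, had a normalized value of 83.5 ± 47.4 (SD, n = 5) in LPD lines and 32.4 ± 8.42 (SD, n = 5) in NPD lines. This gave a log2 fold change of 1.21 (standard error 0.35), and 4 of 5 LPD lines lay above every NPD line (exact permutation test, two-sided, p = 0.0238). The adjusted p over all genes was 0.665 (limma).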

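Mapkapk2 (chromosome 1, 131053700 to 131097826), a kinase activated by p38 MAPK, had a normalized value of 839 ± 109 (SD, n = 5) in LPD lines and 668 ± 24.7 (SD, n = 5) in NPD lines. The log2 fold change was 0.32 (standard error 0.10), and all 5 LPD lines lay above all 5 NPD lines (exact permutation test, two-sided, p = 0.00794). The adjusted p over all genes was 0.681 (limma).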

*Mapkap2* was significantly increased in LPD cells (*P* < 0.05) in qRT-PCR but the increase was deemed non-significant in RNA sequencing (Fig. 2A). We also included *Nppb* which encodes brain natriuretic peptide within the MAPK effectors since the hormone mediates the MAPK pathway to regulate cardiac response to stress [30]. Thus, LPD ESC lines exhibited upregulation of *Nppb* in RNA sequencing (*P* < 0.0001) and confirmed by qRT-PCR (Fig. 2A).

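Nppb (chromosome 4, 147985788 to 147987205) had the smallest p of all genes tested. Its normalized value was 426 ± 193 (SD, n = 5) in LPD lines and 69.5 ± 17.4 (SD, n = 5) in NPD lines (limma, log2 scale, standard error 0.36). Values in LPD lines 1, 4, 6, 20 and 40 were 321, 559, 598, 514 and 137, against 46.9 to 90.1 in the NPD lines (exact permutation test, two-sided, p = 0.00794). With each line left out in turn, the log2 fold change stayed between 2.29 and 2.82. When limma weighted the lines by their quality, the log2 fold change was 2.43 and the adjusted p was 0.0874, with the same 5 LPD lines above. Over all alternatives the adjusted p of Nppb ranged from 5.73e-04, without LPD line 40, to 0.934, with the depth of the line as a covariate, a setting chosen after seeing the data. From RNA sequencing together with qRT-PCR, the paper states that Nppb and the MAPK effectors were upregulated in LPD lines.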

**Fig. 2:**
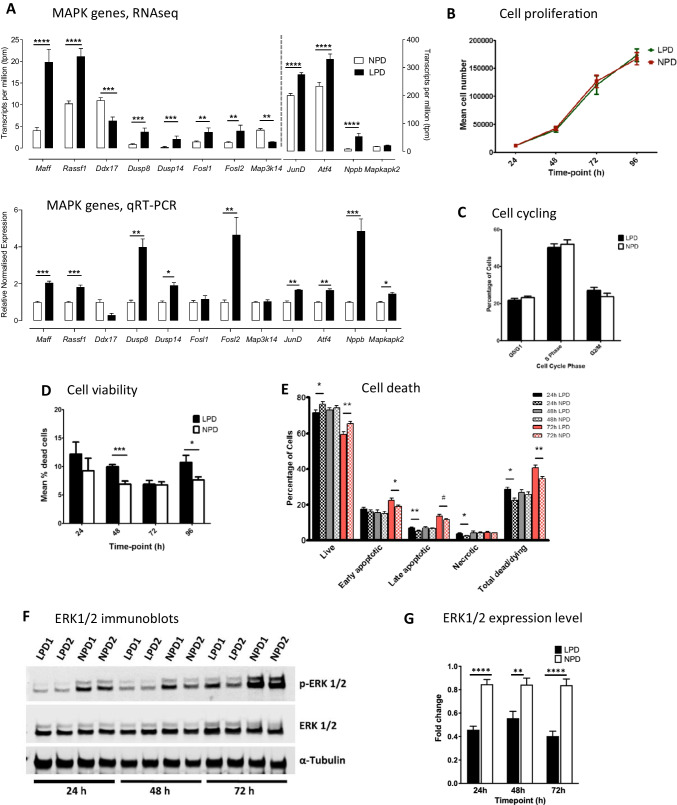
LPD causes impaired MAPK signalling with reduced survival and increased apoptosis in ESC lines.** A** RNAseq above and qRT-PCR analysis below of most differentially expressed MAPK components in undifferentiated LPD and NPD ESC lines (PN 8–12; *n* = 5) cultured in standard mESC medium (KnockOut DMEM + LIF + KO/SR). qPCR gene expression is normalised with 3 house keeping genes *Sdha*, *Tbp* and *Tuba-1*. Here, * = *P* < 0.05, ** = *P* < 0.01, *** = *P* < 0.001 and **** = *P* < 0.0001. **B** Proliferation rate of LPD and NPD ESC lines (P9-12) over 24 h intervals using trypan blue exclusion and haemocytometer counting. Data from 8 LPD or 9 NPD lines with mean ± SEM, each analysed in triplicate. **C** Cell cycle distribution of exponentially growing ESC lines (P10-12) 24 h after seeding, assayed by DNA quantitation using flow cytometry following PI staining and FlowJo software. Data from 10 ESC lines per treatment with mean ± SEM, each analysed in triplicate. **D** Cell viability assay. Mean percentage (± SEM) of dead cells from Trypan blue exclusion assay over 96 h culture (PN 11–13). LPD *n* = 8 ESC lines from 8 mothers; NPD *n* = 9 ESC lines from 7 mothers; ***P < 0.001, *P < 0.05. **E** Cell death assay. Percentage (± SEM) ESC lines (PN 11–12) after culture, annexin V and PI staining and flow cytometry discriminated as live, apoptotic and necrotic. LPD *n* = 8, 6, 7 lines at 24, 48 and 72 h; NPD *n* = 10, 9, 6 lines at 24, 48 and 72 h; **P < 0.01, *P < 0.05, #*P* < 0.1. **F**, **G** ERK1/2 immunoblots (**F**) and quantitation (p/total) (**G**) of ESC lines cultured up to 72 h. 13 + ESC lines per diet from minimum of 3 blots (independent experiments); α-tubulin used as loading control; ****P < 0.0001, **P = 0.0016. For antibody sources, see Supplementary Table 2

Since MAPK signalling affects cell proliferation, this was measured for the ESC lines firstly during initial cell expansion at early passage number (PN 4–6) before cells were frozen, and secondly after cell expansion and freezing (PN 9–12). Viable cell counts comparing the change in cell numbers over 24, 48, 72 and 96 h after passage were determined and showed that the rate of increase was near identical between diet treatments at both early and late passages (Fig. 2B; Supplementary Fig. 5A). Cell cycling was assessed after 24 h of culture by propidium iodide (PI) staining and flow cytometry and showed similar proportions of G0/G1, S and G2/M cells in LPD and NPD lines (Fig. 2C). The rate of BrdU incorporation at 24 h to identify S-phase cells was also similar between LPD and NPD lines (Supplementary Fig. 5B). Lastly, ESCs synchronised using nocodazole and subsequently released displayed similar cell cycle characteristics across diet treatments (Supplementary Fig. 5C).

MAPK signalling is also critical in regulating cell survival and apoptosis [28, 29] and so this was evaluated next. Trypan blue staining of cells at 24–96 h after plating showed greater proportions of dead (trypan +) cells in LPD ESC clones (Fig. 2D) suggesting reduced survival. This was most evident at 48 h (LPD 10.01 ± 0.331%, NPD 6.93 ± 0.552%; *P* = 0.003) and 96 h (LPD 10.71 ± 1.256%, NPD 7.64 ± 0.572%; *P* < 0.05). This was substantiated by flow cytometric assessment of cell lines following FITC-Annexin V staining which binds to phosphatidylserine, externalised during early apoptosis, and PI for loss of cell integrity (late apoptosis). A representative density plot of AnnexinV-PI staining by flow cytometry is shown in Supplementary Fig. 5D. LPD ESC lines exhibited fewer live cells and increased early and late apoptosis and total dead cells over 72 h culture compared with NPD lines (*P* < 0.05 – 0.01) (Fig. 2E). Quantitative immunoblotting of ESC lines over 72 h culture was used to assess cell signalling activity that may explain the dietary-induced change in cell apoptosis. ESCs maintain their pluripotent state through LIF signalling which activates the STAT3 cascade to retain undifferentiated self-renewal and regulate cell survival, through activation of PKB/AKT signalling [31, 32]. We analysed activation of AKT (phosphorylation at ser493) and STAT3 (phosphorylation at tyr705) but neither indicated a change in activity or total levels between diet groups (Supplementary Fig. 6A, B). MAPK signalling is known to be induced in ESCs through ERK1/2 and the stress-related p38 pathways [31, 33–37]. We tested the activation of ERK1/2 (phosphorylation at thr202/tyr204) and p38 (phosphorylation at thr180/tyr182) and found that whilst both had similar total protein levels across diet groups, ERK1/2 activation, but not that of p38 (Supplementary Fig. 6C, D), was reduced by ~ 50% in LPD ESCs (*P* < 0.0016- < 0.00001 over 24–72 h culture) (Fig. 2F, G). Lastly, analyses of several components in the apoptotic pathway (PUMA, BimEL, Caspase 3, Cleaved caspase 3; [38]) showed no difference across diet treatment (Supplementary Fig. 6C, D). These data show that altered MAPK pathway activity through reduced ERK1/2 signalling in LPD ESC lines coincides with their increase in apoptosis and cell death rate and reduced derivation efficiency.

### LPD Impairs Glycolysis and Carbohydrate Metabolism in ESC Lines

Metabolomics was carried out on low passage (P10-12) LPD and NPD ESC lines and, whilst having a similar overlapping profile (Supplementary Fig. 3A, B), random forest analysis (Supplementary Fig. 3C) revealed changes in glycolytic and carbohydrate metabolism alongside changes in amino acid and fatty acid metabolism in LPD ESC lines (see Table 2 for list of changed metabolites). Glycolysis was the second-most significant pathway in the integrated PaintOmics analysis, alongside associated pentose phosphate and sugar metabolism pathways (Table 3; Supplementary Fig. 4).

For glycolysis and carbohydrate metabolism, the metabolomics analysis of LPD ESC lines exhibited an increase in some upstream glucose-derived intermediates below glucose itself at either trend or significant levels including glucose 6-phosphate (G6-P; *P* = 0.044), fructose 6-phosphate (F6-P; *P* = 0.043) and mannose-6-phophate (M6-P; *P* = 0.090) (Fig. 3A, B). Moreover, the derivative of F6-P, glucosamine 6-phosphate (G.amine 6-P; *P* = 0.057) was also increased at trend level (Fig. 3B). Conversely, the downstream metabolites fructose 1,6-bisphosphate (F1,6 BP; *P* = 0.115), dihydroxyacetone phosphate (DHAP; *P* = 0.129), 3-phosphoglycerate (3-PGlyc; *P* = 0.788), phosphoenolpyruvate (PEP; *P* = 0.783) and pyruvate (*P* = 0.232) were at reduced mean levels but not individually significant (Fig. 3A). In contrast to glycolysis, minimal or no differences were identified in remaining pentose and tricarboxylic (TCA) pathway metabolites (Fig. 3B, C).

**Fig. 3:**
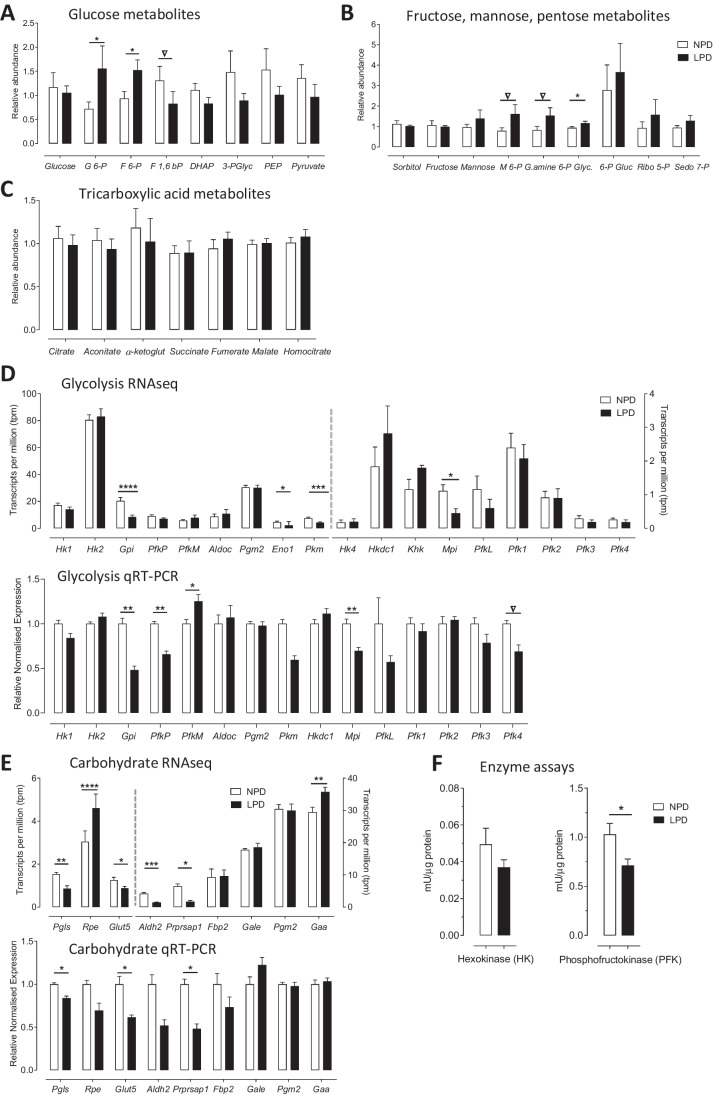
LPD impairs glycolytic and carbohydrate metabolism in undifferentiated LPD ESC lines.** A-C** Metabolomics analysis of mean concentrations (protein normalised) of key metabolites involved in **(A)** glycolysis, **(B)** fructose, mannose, pentose pathways, and **(C)** TCA pathways from lysates of undifferentiated male NPD and LPD mESCs (PN 10–12; *n* = 7) cultured in standard mESC medium (KnockOut DMEM + LIF + KO/SR). * *P* < 0.05, ▽ *P* < 0.1. G 6-P = glucose 6-phosphate; F 6-P = fructose 6-phosphate; F 1,6 bP = fructose 1,6-bisphosphate; DHAP = dihydroxyacetone phosphate; 3-PGlyc = 3-phosphoglycerate; PEP = phosphoenolpyruvate; M 6-P = mannose 6-phosphate; G.amine 6-P = glucosamine 6-phosphate; Glyc. = glycerate; 6-P Gluc = 6-phosphogluconate; Ribo 5-P = ribose 5-phosphate; Sedo 7-P = sedoheptulose-7-phosphate; -ketoglut = alpha-ketoglutarate. **D**, **E** RNAseq above and qRT-PCR analysis below of gene expression of glycolytic enzymes (**D**) and other carbohydrate metabolism regulators (**E**) in undifferentiated LPD and NPD ESC lines (PN 9–12; *n* = 5) cultured in standard mESC medium (KnockOut DMEM + LIF + KO/SR). qPCR gene expression is normalised with 3 house keeping genes *Sdha*, *Tbp* and *Tuba-1*. * = *P* < 0.05, ** = *P* < 0.01, *** = *P* < 0.001, **** = *P* < 0.0001, ▽ *P* < 0.1. *Hk1*, *Hk2*, *Hk4* = hexokinase 1,2 or 4; *Gpi* = glucose phosphate isomerase; *PfkP*, *PfkM, PfkL* = phosphofructokinase P, M or L variants; *Aldoc* = aldolase C; *Pkm* = pyruvate kinase M; *Hkdc1* = hexokinase domain containing 1; *Khk* = ketohexokinase; *Mpi* = mannose phosphate isomerase; *Pfk1-4* = phosphofructokinase 1–4 variants; *Pgls* = phosphogluconolactonase; *Rpe* = ribulose-phosphate 3-epimerase; *Glut5* (*Slc2a5)* = glucose transporter 5; *Aldh2* = aldehyde dehydrogenase 2; *Prprsap1* = phosphoribosyl pyrophosphate synthetase-associated protein 1; *Fbp2* = fructose-bisphosphatase 2; *Gale* = UDP-galactose-4-epimerase; *Pgm2* = phosphoglucomutase 2; *Gaa* = acid alpha-glucosidase. **F** Glycolytic enzyme activity assays on hexokinase (HK) and phosphofructokinase (PFK) from LPD and NPD ESC lines. Data, normalised by protein (BCA Protein Assay), presented as means ± SEMs based on *n* = 6 for PFK and *n* = 7 for HK analysis. *P = 0.029

To explore mechanisms causing these metabolomic changes in LPD, expression of enzymes and other regulatory genes involved in the glycolysis pathway and sugar metabolism were analysed by RNA sequencing and qRT-PCR (Fig. 3D, E). 

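None of the 19 tested glycolysis genes that the paper names with Fig. 3D, among them Gapdh and Pgk1, which the figure does not show, had an unadjusted p under 0.05, with 8 higher and 11 lower in LPD, and adjusted over the list alone 0 were under 0.1, as over all genes. Leaving out LPD line 6, NPD line 8 or NPD line 36 brought 1 gene under an unadjusted p of 0.05. Among hexokinases, Hk2 (chromosome 6, 82725025 to 82774454) had the highest values, 6636 ± 1229 (SD, n = 5) in LPD and 6433 ± 724 (SD, n = 5) in NPD. Its log2 fold change was 0.03 (standard error 0.12, exact permutation test, two-sided, p = 0.802) and was -0.06 without LPD line 20 and 0.10 without LPD line 1. Hk1 (chromosome 10, 62268855 to 62379908) had a log2 fold change of -0.12 (standard error 0.20, exact permutation test, p = 0.635), 0.04 without LPD line 20 and -0.25 without LPD line 1. Khk (chromosome 5, 30921431 to 30931248) had 0.28 (standard error 0.26, exact permutation test, p = 0.365), 0.11 without NPD line 21 and 0.42 without NPD line 8. Hkdc1 (chromosome 10, 62383137 to 62422491) varied most, with 139 ± 95.3 (SD, n = 5) in LPD and 90.3 ± 63.7 (SD, n = 5) in NPD, and its log2 fold change of 0.76 (standard error 0.84) became 0.00 without NPD line 15 and 1.36 without LPD line 6.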

From the top of the glycolytic pathway, expression of various hexokinase (*Hk1-4, Hkdc1, Khk*) isoforms, responsible for glucose conversion to G6-P, were unchanged both in RNA sequencing and qRT-PCR (Fig. 3D). However, glucose phosphate isomerase (*Gpi*; *P* < 0.0001) and mannose phosphate isomerase (*Mpi*; *P* < 0.05), responsible for catalysing G6-P and M6-P respectively to F6-P, were significantly reduced in LPD in RNA sequencing and confirmed by qRT-PCR (Fig. 3D). 

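Gpi1 (chromosome 7, 34201330 to 34230336) had a normalized value of 14289 ± 3331 (SD, n = 5) in LPD lines and 14811 ± 3845 (SD, n = 5) in NPD lines for the gene total. The log2 fold change was -0.04 (standard error 0.18), within the spread between lines (exact permutation test, two-sided, p = 0.810). LPD line 40 stood apart at 20178, where the other LPD lines had 12113 to 13542, and without it the log2 fold change was -0.17 (0.09 without NPD line 21). The transcript in Table 1 is annotated as a retained intron of 1601 bases in 9 exons, between 34215209 and 34230263. Mpi (chromosome 9, 57544256 to 57552763) had 215 ± 49.8 (SD, n = 5) in LPD and 283 ± 87.0 (SD, n = 5) in NPD. Its log2 fold change was -0.37 (standard error 0.24), with 1 LPD line below every NPD line (exact permutation test, p = 0.230), -0.21 without LPD line 6 and -0.55 without NPD line 36.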

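The paper's 7 Pfk isoforms were taken as Pfkp, Pfkm, Pfkl and Pfkfb1 to Pfkfb4, the last an assumed reading of its Pfk1 to Pfk4. These 7 genes had log2 fold changes from -0.24 to 0.35, with exact permutation p (two-sided, 5 lines against 5) from 0.143 to 0.706. Both ends of that range of fold changes were Pfkfb genes. The smallest p was that of Pfkp (chromosome 13, 6579768 to 6648777), with 3195 ± 351 (SD, n = 5) in LPD and 3752 ± 642 (SD, n = 5) in NPD, a log2 fold change of -0.22 (standard error 0.12), which was -0.14 without NPD line 21. Pfkm (chromosome 15, 98092589 to 98132451) had 1757 ± 413 (SD, n = 5) against 1545 ± 160 (SD, n = 5), a log2 fold change of 0.15 (standard error 0.16) and of 0.07 without LPD line 20 and 0.30 without LPD line 6. Pfkl (chromosome 10, 77986947 to 78010083) had 3519 ± 1750 (SD, n = 5) against 3917 ± 1499 (SD, n = 5), and its log2 fold change of -0.22 (standard error 0.38) was 0.05 without LPD line 6 and -0.49 without NPD line 8. Pfkfb4 (chromosome 9, 108991778 to 109032228) had a log2 fold change of 0.35 (standard error 0.26), and 0.19 without LPD line 40, and 0.07 with all lines thinned to the depth of LPD line 4, a setting chosen after seeing the data. Pfkfb1, on the X chromosome (150588229 to 150643878), had -0.24 (standard error 0.31), which rested on LPD line 4 at 44.4 against 124 to 165 in the other LPD lines and was 0.09 without it, and -0.12 without NPD line 15, whose X-linked genes were high, and -0.38 without LPD line 1. Pfkfb2 and Pfkfb3 rose by 0.18 and 0.13, both within their standard errors of 0.27 and 0.28. Pfkfb3 was -0.04 without LPD line 40 and 0.29 without LPD line 1, and Pfkfb2 was 0.06 without LPD line 6 and 0.40 without LPD line 40.

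**Figure D4:**
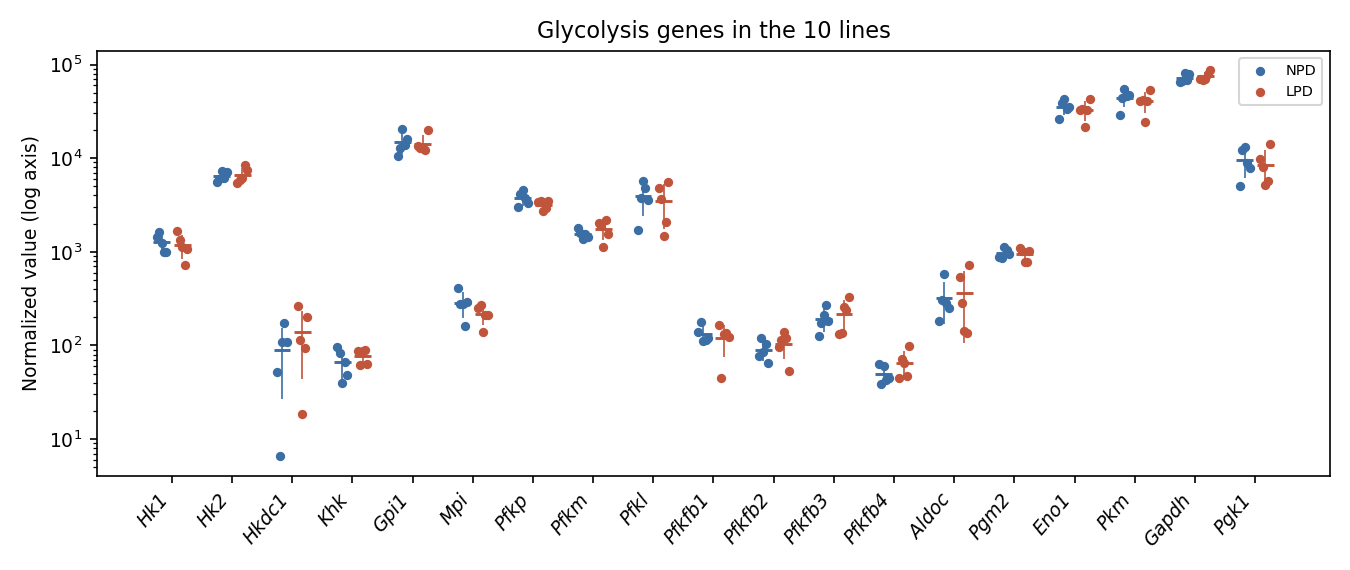
Normalized values (log axis) of the 19 tested genes of the glycolysis group in the 5 NPD lines (blue) and the 5 LPD lines (red). Each point is a line, horizontal bars are means and vertical bars are SDs, and in 0 of the genes do the diets separate without overlap.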

Next in the pathway, phosphofructokinase (*Pfk*) isoforms, responsible for F6-P breakdown, were unchanged in RNA sequencing but in qRT-PCR three of seven *Pfk* isoforms tested showed divergent changes, either increased (*PfkM*; *P* < 0.05) or decreased (*PfkP*; *P* < 0.01; *PfK4*; *P* < 0.1) expression in LPD (Fig. 3D). Other descending glycolytic enzymes in the pathway were unchanged including aldolase C (*Aldoc*), glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*), phosphoglycerate kinase (*Pgk*) and phosphoglycerate mutase (*Pgm2*) (data not shown except *Aldoc* and *Pgm2*, Fig. 3D). However, the terminal enolase (*Eno1*; *P* < 0.05) catalysing PEP production, and pyruvate kinase (*Pkm*; *P* < 0.001) catalysing pyruvate production, were both reduced in LPD (Fig. 3D).

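Aldoc (chromosome 11, 78322968 to 78327781), Gapdh (chromosome 6, 125161715 to 125166467), Pgk1 (chromosome X, 106187100 to 106203699) and Pgm2 (chromosome 5, 64092950 to 64128351) had log2 fold changes from -0.17 to 0.06, and exact permutation p (two-sided, 5 lines against 5) from 0.524 to 0.960. Gapdh had the most abundant RNA of the 4, with 75224 ± 8212 (SD, n = 5) in LPD and 72129 ± 7711 (SD, n = 5) in NPD. Pgk1, X-linked like the genes that were high in NPD line 15, had 8542 ± 3606 (SD, n = 5) against 9471 ± 3331 (SD, n = 5), and its log2 fold change of -0.17 was -0.01 without LPD line 6 and -0.37 without NPD line 8. Aldoc varied most, with 366 ± 260 (SD, n = 5) against 322 ± 154 (SD, n = 5), and its log2 fold change of -0.02 moved between -0.35 without LPD line 40 and 0.25 without LPD line 20. Gapdh, at 0.06, was 0.01 without LPD line 40 and 0.10 without NPD line 21, and Pgm2, at -0.06, was -0.12 without LPD line 1 and -0.00158 without LPD line 6.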

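Eno1 (chromosome 4, 150236721 to 150248879) had a normalized value of 32865 ± 7660 (SD, n = 5) in LPD lines and 35075 ± 6210 (SD, n = 5) in NPD lines for the gene total. The log2 fold change was -0.11 (standard error 0.18), within the spread between lines (exact permutation test, two-sided, p = 0.619). Pkm (chromosome 9, 59656368 to 59679375) had 40481 ± 10437 (SD, n = 5) in LPD and 44277 ± 9504 (SD, n = 5) in NPD, a log2 fold change of -0.14 (standard error 0.21, exact permutation test, p = 0.532). In each gene 1 LPD line lay below every NPD line, and for Eno1 LPD line 40, at 43124, lay above every NPD line (at most 42642). Without LPD line 6 both log2 fold changes were above 0, at 0.04 for Eno1 and 0.03 for Pkm, and the lowest were -0.22 for Eno1 without LPD line 40 and -0.29 for Pkm without NPD line 8.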

In addition to these changes in the direct glycolysis pathway, LPD also altered expression of select genes involved more broadly in carbohydrate metabolism. Thus, expression of pentose phosphate pathways genes, phosphogluconolactonase (*Pgls*; *P* < 0.01) and phosphoribosyl pyrophosphate synthetase-associated protein 1 (*Prpsap1*; *P* < 0.05) were reduced and ribulose-phosphate 3-epimerase (*Rpe*; *P* < 0.0001) increased in LPD while the glucose transporter *Glut5* (*Slc2a5* *P* < 0.05) was reduced (Fig. 3E). 

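Of the 9 genes of Fig. 3E, 5 were higher and 4 lower in LPD, and 2 had an unadjusted p under 0.05. Adjusted over the list alone 0 were under 0.1, as over all genes tested. The count of 2 was 0 without LPD line 6, LPD line 40, NPD line 36 or NPD line 51, and in limma without a mean-variance trend. Pgls (chromosome 8, 71592176 to 71601092) had a normalized value of 911 ± 171 (SD, n = 5) in LPD lines and 870 ± 143 (SD, n = 5) in NPD lines. Its log2 fold change was 0.06 (standard error 0.14, exact permutation test, two-sided, p = 0.690), -0.04 without LPD line 40 and 0.13 without NPD line 51. Prpsap1 (chromosome 11, 116470845 to 116494202) had 1535 ± 99.9 (SD, n = 5) against 1754 ± 131 (SD, n = 5), a log2 fold change of -0.19 (standard error 0.08, exact permutation test, p = 0.0317), with 4 of 5 LPD lines below every NPD line and an adjusted p of 0.964 (limma). Rpe (chromosome 1, 66700831 to 66719805) had 1846 ± 359 (SD, n = 5) against 1496 ± 215 (SD, n = 5), a log2 fold change of 0.30 (standard error 0.14, exact permutation test, p = 0.0397). LPD line 20 stood apart at 2471 for Rpe, where the other LPD lines had 1570 to 1775, and without it the log2 fold change was 0.19. Slc2a5 (chromosome 4, 150119283 to 150144169) had 49.3 ± 29.0 (SD, n = 5) against 61.7 ± 21.3 (SD, n = 5), a log2 fold change of -0.46 (standard error 0.40, exact permutation test, p = 0.325), of -0.20 without LPD line 6 and of -0.72 without LPD line 20.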

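The gene total of Aldh2 (chromosome 5, 121566027 to 121593824) had a normalized value of 6868 ± 719 (SD, n = 5) in LPD lines and 6187 ± 706 (SD, n = 5) in NPD lines. The log2 fold change was 0.15 (standard error 0.10, exact permutation test, two-sided, p = 0.183), and 0.09 without LPD line 20. The Aldh2 transcript in Table 1 is annotated as a retained intron of 1035 bases in 4 exons, between 121571472 and 121575127. Gaa (chromosome 11, 119267887 to 119285454) had 2094 ± 258 (SD, n = 5) in LPD and 1853 ± 231 (SD, n = 5) in NPD, a log2 fold change of 0.18 (standard error 0.11, exact permutation test, p = 0.151), and of 0.11 without LPD line 6.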

Aldehyde dehydrogenase 2 (*Aldh2*), involved in alcohol metabolism, was reduced (*P* < 0.001) and acid alpha-glucosidase (*Gaa*), involved in glycogen processing, increased (*P* < 0.01) in LPD in RNA sequencing but not confirmed by qRT-PCR (Fig. 3E).

The changes identified in glycolytic metabolites and associated gene expression following LPD, with accumulation of upstream metabolites coupled with reduced enzyme expression but with depleted metabolites downstream, is suggestive of a bottleneck in processing at the PFK step. Thus, enzyme activity assays were performed on both hexokinase (HK) glucose to G6-P conversion, and on phosphofructokinase (PFK) F6-P to F-1,6-bP conversion. Although no difference was observed in HK activity (*P* = 0.2), PFK activity in LPD lines was reduced (*P* = 0.03, Fig. 3F).

## Discussion

Our characterisation of ESC lines derived from mothers fed LPD during the preimplantation period was conducted to identify early mechanisms of adverse developmental programming that can lead to increased risk of non-communicable diseases in later life [2, 4]. Analyses of LPD ESC lines compared with control NPD lines using RNA sequencing, metabolomics, integrated bioinformatics, qRT-PCR and cellular studies revealed two major dysfunctional phenotypic states comprising altered gene expression and signalling activity of members of the MAPK signalling network (summarised Fig. 4A) and changes in the expression and activity of the glycolytic energy metabolism pathway (summarised Fig. 4B). We also found reduced efficiency in the derivation of LPD ESC lines alongside more subtle and transient changes in expression of pluripotency markers in undifferentiated cells which may be linked to the MAPK phenotype. Also, omics approaches identified additional changes in signalling pathways (see, for example, Supplementary Fig. 2D and 4) that may further modulate phenotype which, while not corroborated here with additional studies, are discussed below to contextualise our outcomes.

**Fig. 4:**
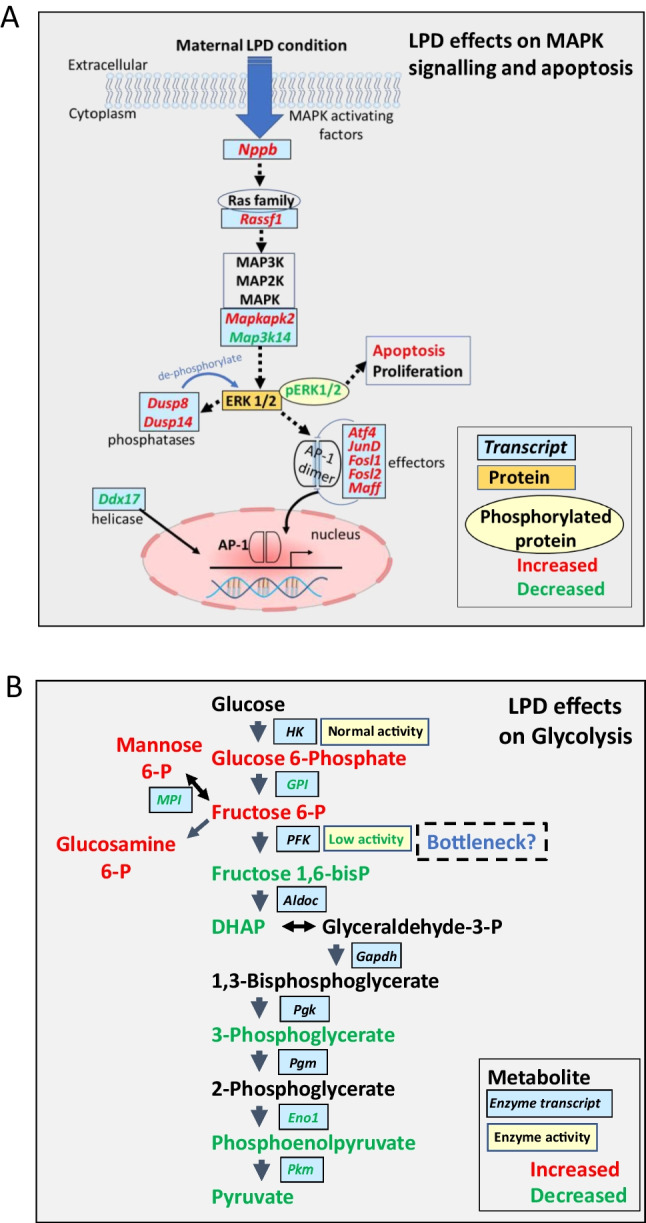
Summary diagrams of changes in MAPK pathway and glycolytic pathways in LPD vs NPD ESC lines. **A**. **MAPK.** Changes in relevant MAPK pathway components at transcript, protein and phosphorylated state indicating possible origin of increased apoptosis. Red indicates increased and green reduced levels in LPD based upon outcome of transcriptomic and cellular studies. See Fig. 2 and text for abbreviations. **B**. **Glycolysis.** Changes in relevant RNA expression, metabolite levels, and downstream cellular / physiological phenotype are shown. Red indicates increased and green reduced levels in LPD based upon transcriptomic, metabolomic and cellular studies indicative of bottleneck at PFK and shown by reduced activity. Some metabolites at mean rather than significant levels, see text. See Fig. 3 and text for abbreviations

MAPK signalling is a highly conserved network of serial kinases belonging to JNK, p38 and ERK classes responsive to environmental stimuli which phosphorylate downstream effectors to activate or repress expression of target genes that regulate fundamental cellular activities such as proliferation, differentiation, apoptosis and stress response [28, 29]. Whilst our RNA sequencing and qRT-PCR analyses showed only minimal changes in expression of specific MAPK kinases and accessory proteins (eg, *Map3k14*; *Mapkapk2*), pronounced and consistent changes were identified in downstream effectors regulating transcriptional activity. Thus, LPD lines displayed a significant upregulation of several MAPK transcripts including *JunD*, *Atf4*, *Fosl1*, *Fosl2* and *Maff* which collectively encode subcomponents of the activating protein-1 (AP-1) homo- or hetero-dimer transcription factor complex comprising the integrated stress response [39, 40]. The AP-1 dimerised elements bind to cAMP response element (CRE) sites to effect downstream expression associated with cell survival or apoptosis in response to various stresses including amino acid starvation, ER stress and oxidative stress [41–43]. We note that amino acid deficiency in the uterine fluid has been identified as an initiator of LPD programming in the mouse preimplantation embryo leading to later life health risk [11, 44] and so may be responsible causally for AP-1 transcript changes in LPD ESC lines. The combination and abundance of AP-1 dimerised partners can influence whether positive or negative regulation of downstream targets occurs leading to apoptotic or proliferative cell survival outcomes. For example, FOSL1 is expressed in tumour tissue where it promotes growth and differentiation rather than apoptosis [43].

In addition to increased expression of AP-1 mRNAs, LPD lines also expressed increased *Dusp8* and *Dusp14* mRNAs which encode members of the dual specificity phosphatase (DUSP) protein family that dephosphorylate MAPK kinases including ERKs as part of the regulation of stress response towards survival or apoptosis [45, 46]. LPD lines were also characterised by increased *Rassf1* expression which belongs to the RASSF protein family that links RAS to the MAPK pathway. As in above examples, RASSF has been shown to contribute to diverse cellular functions across the range from apoptotic to proliferative activities [47]. Further, LPD lines were downregulated in *Ddx17* which encodes multitasking RNA helicases that similarly modulate cellular activity from apoptosis to proliferation [48]. Lastly, LPD lines exhibited upregulation of *Nppb* encoding B-type natriuretic peptide (BNP) which contributes to MAPK-mediated stress response in cardiomyocytes [30]. BNP plays a role in cardiac development and elevated plasma levels associate with heart failure and myocardial infarction [49]. Maternal undernutrition can also cause elevated BNP and increased cardiac dysfunction during development [50] but effects mediated through proliferation or apoptosis are unknown.

To evaluate the functional implications of MAPK pathway modulation in LPD lines, we first examined cell proliferation and cell cycle control. In detailed studies, we were not able to identify any changes in the rate of proliferation over 96 h using early or later passage cells, nor were differences found in cell cycling stages using flow cytometry, BrdU incorporation, and synchronised cell populations. In contrast, analysis of cell survival and apoptosis showed LPD ESCs had increased proportion of dead cells within cultures over time, and, following flow cytometry, had fewer live cells and increased early and late apoptotic and dead cells. Thus, MAPK signalling changes in LPD lines more likely relate to poorer survival than regulation of cell proliferation. Moreover, the poorer rate of establishment of LPD lines is consistent with this interpretation.

To assess directly MAPK signalling, we quantified by immunoblotting the posttranslational state of MAPK classes, p38 and ERK, known to promote apoptosis in mESCs [35]. Whilst no change was found in p38 signalling, ERK1/2 was significantly dephosphorylated in LPD lines, representing relative ERK1/2 inactivation. This altered state is consistent with the increase in apoptosis and cell death found in LPD lines by flow cytometry but is likely to be measured since the posttranslational state of selected apoptotic markers in LPD lines was not altered. This distinction between the flow cytometry and apoptosis immunoblotting data may reflect the relatively small changes in apoptotic cell percentages identified (Fig. 2E), the relative extent of apoptotic protein expression and post-translational processing, or the timing of effector activation of proteins (eg, caspase-3) not synchronising with later morphological status of cells screened by flow cytometry (eg, Annexin V binding; PI internalisation). The altered MAPK and ERK1/2 phenotype is also consistent with our previous findings that LPD neural stem cells during fetal brain development are reduced in number partly through increased apoptosis [9].

The reduced ERK1/2 activity in LPD lines, in addition to the effects on cell survival and apoptosis, may also influence the observed minor change in pluripotency expression. Evidence indicates ERK signalling has a dual role in mESCs, with ERK activation promoting differentiation through destabilising nuclear pluripotency factors and its inhibition maintaining self-renewal [34, 51, 52], however, a minimal ERK activity is required to protect genome stability and pluripotency [53, 54]. Thus, we found LPD lines transiently possessed more cells expressing nuclear OCT4 protein during their derivation which is consistent with the reduced ERK1/2 activity.

The second major dysfunctional phenotype found in LPD ESC lines was associated with glycolytic energy metabolism, identified mainly by the metabolomics screen but supported by RNA sequencing, qRT-PCR and physiological datasets. Here, the upstream steps in the 10 enzyme pathway of cytoplasmic glycolytic metabolism from glucose to pyruvate were affected (summarised Fig. 4B). Whilst glucose levels were unchanged, the glycolytic intermediates G6-P and F6-P were both significantly increased in LPD ESC lines; similarly, the intermediates from mannose metabolism, M6-P which interconverts with F6-P, and its end-product G.amine 6-P, were also increased at trend level in LPD cells. RNA sequencing and qRT-PCR both showed that the expression of the key enzymes leading to F6-P production, namely *Gpi1* from G6-P and *Mpi* from M6-P, were both significantly reduced in LPD lines. In contrast to the elevated levels of upstream sugars, glycolytic metabolites downstream from F6-P showed some evidence of reduction in LPD. Thus, F1,6 BP, DHAP, 3-PGlyc, PEP and pyruvate were all reduced in LPD but not individually reaching significance. This glycolytic pattern (Fig. 4B) suggests a ‘bottleneck’ may occur in the pathway at F6-P, limiting downstream processing. F6-P metabolism to F1,6 BP is a rate-limiting step for glycolysis mediated through phosphofructokinase (PFK) whose activity is primarily regulated through dimer and tetramer formation and stabilisation of the protein [55]. Moreover, PFK expression and activity has been shown to be developmentally regulated from the embryo onwards [56, 57]. Genes encoding PFK and downstream enzymes in glucose metabolism were mainly unaltered in RNA sequencing or qRT-PCR although minimal *Pfk* isoforms were divergently changed and pyruvate kinase (*Pkm*; converting PEP to pyruvate) were downregulated in LPD, possibly contributing to impaired glycolysis. Thus, the putative F6-P bottleneck may reflect either transcriptional (*Pfkp*), translational, and/or posttranslational modification in PFK enzyme activity. PFK activity was indeed shown to be significantly reduced in LPD cell lines whilst HK activity which acts on glucose conversion to G6-P was unchanged.

These data therefore indicate LPD ESC lines show deficiency in glycolytic metabolism through reduced PFK activity possibly combined with reduced expression of *Gpi1*, *Mpi* and *Pkm*. There is also suggestion that the accumulation of upstream intermediates coupled with reduced PFK results in increased redirection of F6-P to G.amine 6-P and 6-P Gluc in the pentose pathway. How might these changes in glycolytic metabolism be mediated? Collectively, the impairment in PFK activity and glycolysis may reflect the altered maternal metabolism induced by LPD affecting the early embryo and ESC phenotype. LPD causes maternal hyperglycaemia through reduced circulating insulin and raised glucose at the time of blastocyst formation [11, 58]. Reduction in insulin signalling in different diabetic models has been shown to disturb glycolysis through reduction in PFK protein but not transcription [59, 60]. Moreover, metabolomic screening of adult cardiomyocytes under hypoinsulinaemic conditions revealed increased glycolytic intermediates upstream of PFK activity (F6-P, G6-P) and reduced downstream metabolites (fructose-1,6,bisphosphate [F 1,6 bP], 3-phosphoglycerate [3-PGlyc]) [59], closely mirroring the phenotype of LPD ESCs. Finally, maternal LPD has been reported to induce metabolic and mitochondrial dysfunction in early mouse embryos [61], a phenotype consistent with our data here. An increase in LPD fatty acids (listed Table 2) may be a further consequence of glycolytic impairment mediated by low insulin whereby maintaining energy supply requires a switch towards fatty acid metabolism as found in type 2 diabetic conditions [62].

Whilst we have focused on the phenotype changes in MAPK signalling and glycolytic metabolism, the RNA sequencing and Paintomics integrated analyses also found changes in other related signalling pathways, notably mammalian target of rapamycin complex 1 (mTORC1) signalling identified as an enriched gene set following GSEA (Supplementary Fig. 2D) and HIPPO signalling following string interaction Paintomics (Supplementary Fig. 4). Substantial crosstalk occurs across several signalling pathways in cells to fine-tune responses to specific environmental cues with, for example, integrated activity across MAPK, mTORC1 and HIPPO signalling following LIF stimulation [63]. Changes in mTORC1 activity commonly occur in DOHaD developmental models to coordinate growth with nutrient availability [64] including the current mouse LPD model [4]. An integrator role for HIPPO signalling has also been recognised coordinating input from metabolism and nutrient levels with cell contact patterns to regulate growth and differentiation [65]. Moreover, HIPPO signalling is directly sensitive to glycolytic activity and energy availability [65, 66]. Thus, the phenotype we describe for LPD ESC lines may reflect a combinatorial response across signalling pathways but further studies will be required to confirm.

### Conclusion

Our detailed characterisation of LPD ESC lines provides further support for their use in identifying early mechanisms of adverse developmental programming. We highlight two major changes in phenotype with (i) impairment of MAPK signalling associated with reduced cell survival and increased apoptosis and (ii) impairment in upstream glycolytic metabolism mediated in particular by reduced PFK activity. In the sequence of induction of adverse programming mediated through maternal protein restriction, these changes in ESC phenotype derive from the altered maternal metabolite environment in the vicinity of the embryo before implantation. However, the ubiquity of MAPK signalling and energy metabolism in regulating cellular function is such that future studies will be required to identify precisely how these conditions contribute to the step-wise programming of disease phenotype. For example, maternal LPD treatment is known to alter fetal and postnatal growth trajectory which in turn associates with adult disease risk [4] and influences the extent of cellular differentiation and apoptosis during development [9, 11] which may reflect altered MAPK signalling. Energy metabolism is also recognised as central to embryo survival and viability and a contributor to DOHaD mechanisms [67]. The combination of these signalling and metabolic effects may also be causally related. For example, in cancer cells, a non-glycolytic role for *Pfkp* has been identified to alter MAPK signalling activity [68]. These datasets therefore provide the basis for more directed *in vivo* and *in vitro* studies to understand mechanisms and preventative approaches to the developmental origin of disease.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1 (DOCX 21 KB) comprising Supplementary Tables 1, 2.

Supplementary file2 (PPTM 7104 KB) comprising Supplementary Figures 1-6.

## Data Availability

The RNA sequencing dataset has a GEO accession number GSE216108; the metabolomics dataset and other data presented are available from the corresponding author on reasonable request.

# Supplementary material for: Maternal Undernutrition Induces Cell Signalling and Metabolic Dysfunction in Undifferentiated Mouse Embryonic Stem Cells
**Source:** Stem Cell Rev Rep. 2022 Dec 15;19(3):767–83. doi: 10.1007/s12015-022-10490-1
**Supplement:** Supplementary file 1 — Supplementary file1 (DOCX 21 KB) comprising Supplementary Tables 1, 2.

**Supplementary Table 1**. Primers used for gene expression (qRT-PCR) studies. Here, Tv= transcript; RI= reverse intron; CM= computationally mapped; CA= canonical; NMD= nonsense mediated decay; PT= processed transcript.

**Supplementary Table 2.** Antibodies used in immunofluorescence and western blotting studies.

| **Antibody** | **Source** | **Code/dilution** | **Technique** |
| --- | --- | --- | --- |
| Nanog | Abcam | 80892, 1:200 | Immunofluorescence |
| Gata4 | Santa Cruz | SC1237, 1:200 | Immunofluorescence |
| Oct4 | Santa Cruz | SC5279, 1:200 | Immunofluorescence |
| Bim | Cell Signaling | 2819, 1:700 | Western blotting |
| Cleaved-caspase 3 (Asp175) | Cell Signaling | 9661, 1:1000 | Western blotting |
| Caspase 3 | Cell Signaling | 9662, 1:1000 | Western blotting |
| Phospho-AKT (Ser493) | Cell Signaling | 4060, 1:1000 | Western blotting |
| Phospho-ERK (Thr202/Tyr204) | Cell Signaling | 9101, 1:1000 | Western blotting |
| Phospho-JNK (Thr183/Tyr185) | Cell Signaling | 4668, 1:1000 | Western blotting |
| Phospho-p38 (Thr180/Tyr182) | Cell Signaling | 4631 1:1000 | Western blotting |
| Phospho-Stat3 (Tyr705) | Cell Signaling | 9131, 1:1000 | Western blotting |
| Total-AKT | Cell Signaling | 9272, 1:1000 | Western blotting |
| Total-ERK | Cell Signaling | 4695 1:1000 | Western blotting |
| Total-p38 | Cell Signaling | 9212, 1:1000 | Western blotting |
| Puma | In house | 1:500 | Western blotting |
| Stat3 | Cell Signaling | 9132, 1:1000 | Western blotting |
| α-tubulin | Cell Signaling | 2144, 1:1000 | Western blotting |

# Supplementary material for: Maternal Undernutrition Induces Cell Signalling and Metabolic Dysfunction in Undifferentiated Mouse Embryonic Stem Cells
**Source:** Stem Cell Rev Rep. 2022 Dec 15;19(3):767–83. doi: 10.1007/s12015-022-10490-1
**Supplement:** Supplementary file 2 — Supplementary file2 (PPTM 7104 KB) comprising Supplementary Figures 1-6.

## Slide 1
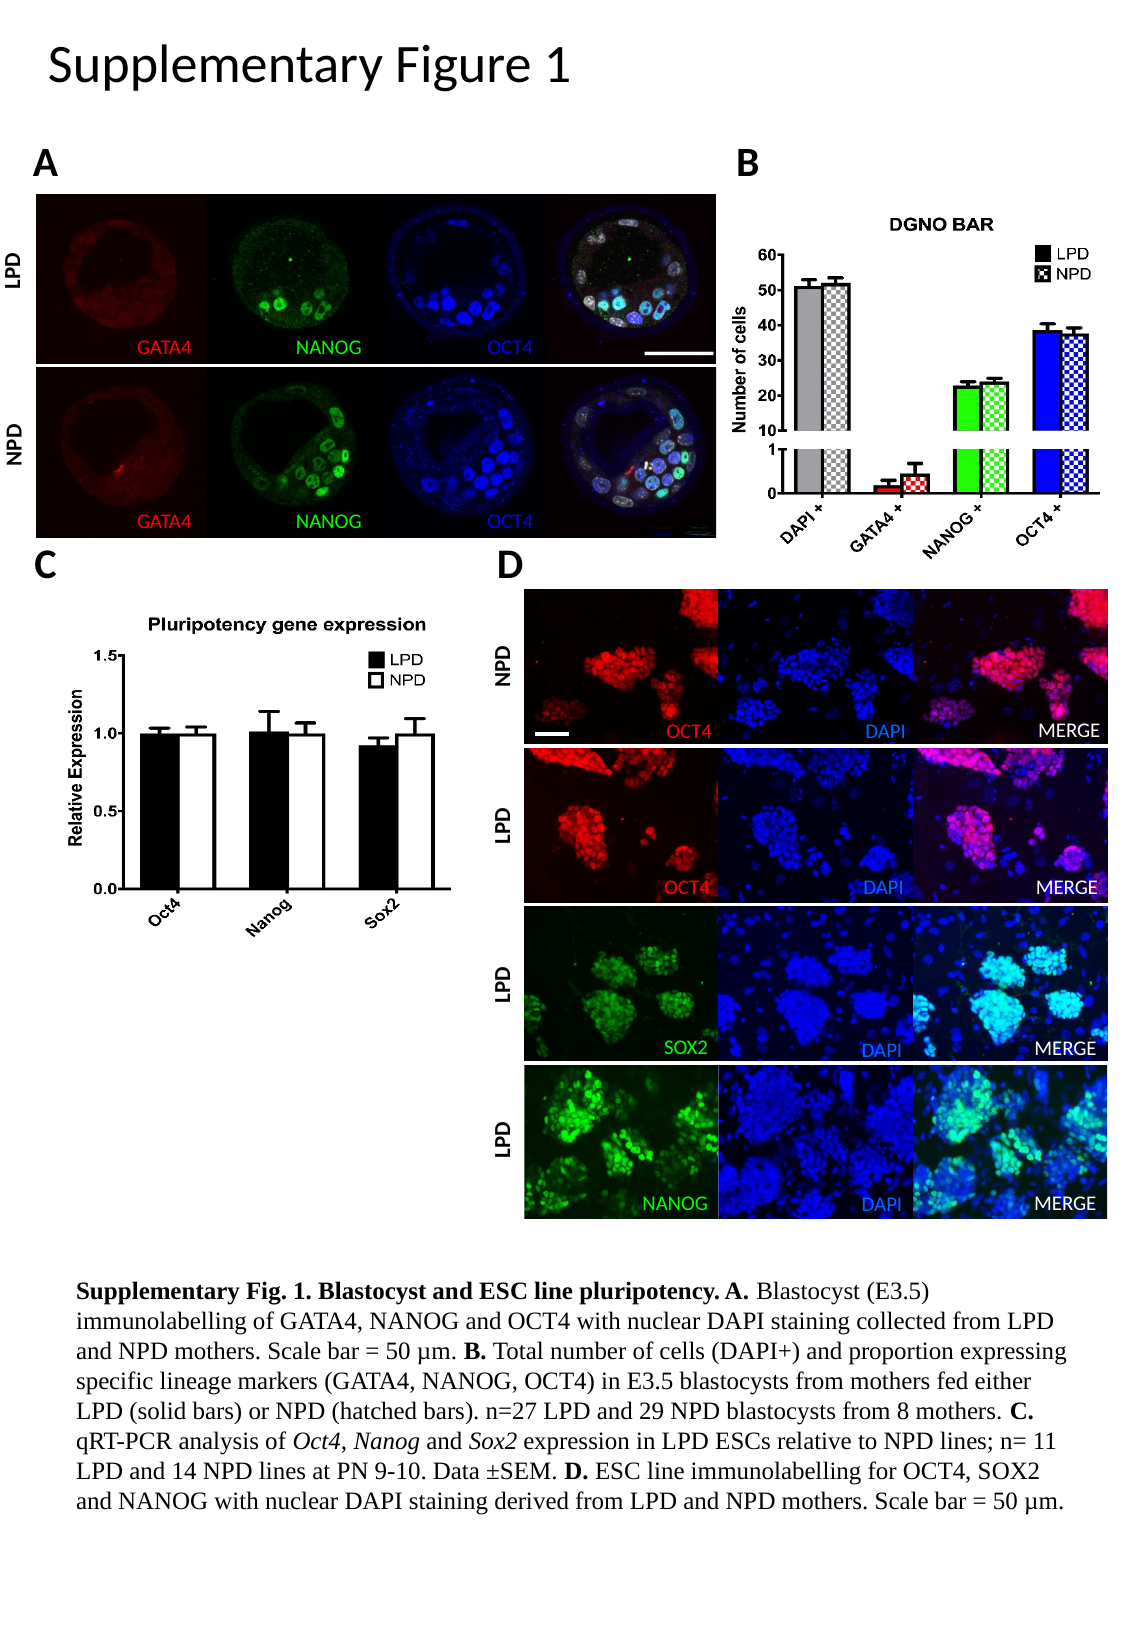

Supplementary Figure 1
A
B
LPD
GATA4
NANOG
OCT4
NPD
GATA4
NANOG
OCT4
C
D
NPD
MERGE
OCT4
DAPI
LPD
OCT4
DAPI
MERGE
LPD
SOX2
MERGE
DAPI
LPD
MERGE
NANOG
DAPI
Supplementary Fig. 1. Blastocyst and ESC line pluripotency. A. Blastocyst (E3.5) immunolabelling of GATA4, NANOG and OCT4 with nuclear DAPI staining collected from LPD and NPD mothers. Scale bar = 50 µm. B. Total number of cells (DAPI+) and proportion expressing specific lineage markers (GATA4, NANOG, OCT4) in E3.5 blastocysts from mothers fed either LPD (solid bars) or NPD (hatched bars). n=27 LPD and 29 NPD blastocysts from 8 mothers. C. qRT-PCR analysis of Oct4, Nanog and Sox2 expression in LPD ESCs relative to NPD lines; n= 11 LPD and 14 NPD lines at PN 9-10. Data ±SEM. D. ESC line immunolabelling for OCT4, SOX2 and NANOG with nuclear DAPI staining derived from LPD and NPD mothers. Scale bar = 50 µm.

## Slide 2
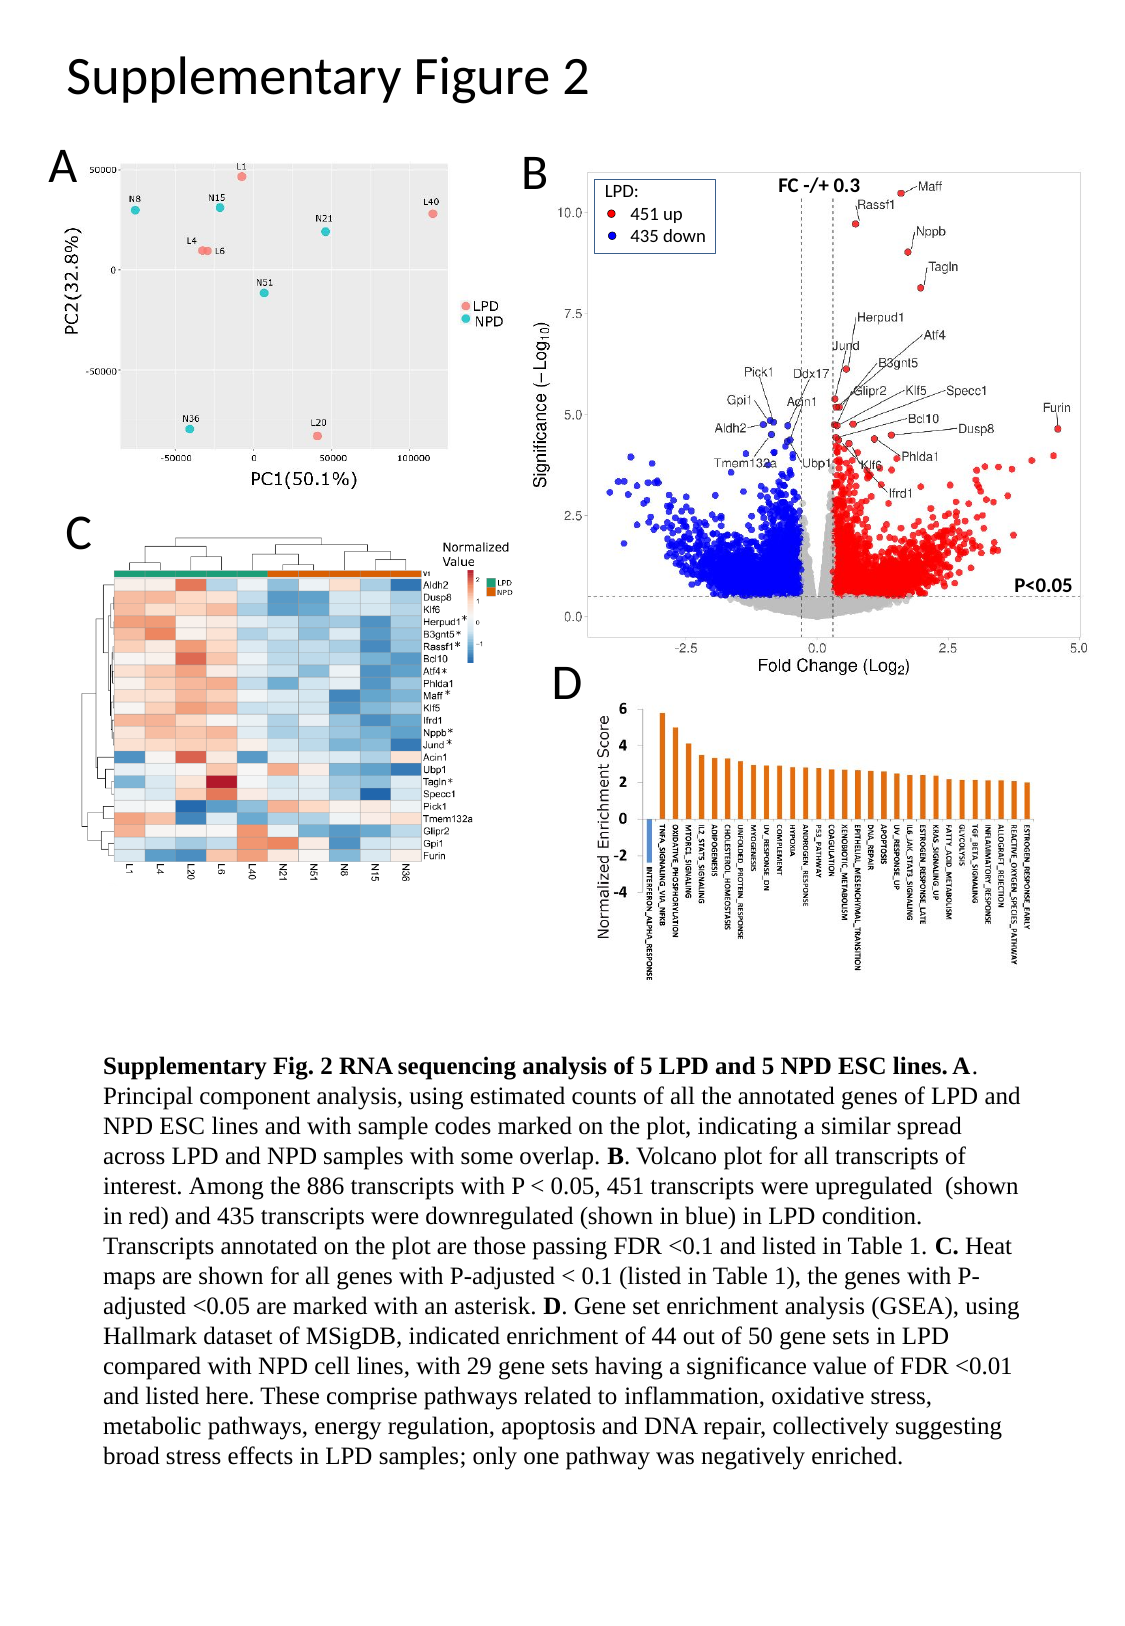

Supplementary Figure 2
A
B
FC -/+ 0.3
LPD:
 451 up
 435 down
P<0.05
C
D
Supplementary Fig. 2 RNA sequencing analysis of 5 LPD and 5 NPD ESC lines. A. Principal component analysis, using estimated counts of all the annotated genes of LPD and NPD ESC lines and with sample codes marked on the plot, indicating a similar spread across LPD and NPD samples with some overlap. B. Volcano plot for all transcripts of interest. Among the 886 transcripts with P < 0.05, 451 transcripts were upregulated (shown in red) and 435 transcripts were downregulated (shown in blue) in LPD condition. Transcripts annotated on the plot are those passing FDR <0.1 and listed in Table 1. C. Heat maps are shown for all genes with P-adjusted < 0.1 (listed in Table 1), the genes with P-adjusted <0.05 are marked with an asterisk. D. Gene set enrichment analysis (GSEA), using Hallmark dataset of MSigDB, indicated enrichment of 44 out of 50 gene sets in LPD compared with NPD cell lines, with 29 gene sets having a significance value of FDR <0.01 and listed here. These comprise pathways related to inflammation, oxidative stress, metabolic pathways, energy regulation, apoptosis and DNA repair, collectively suggesting broad stress effects in LPD samples; only one pathway was negatively enriched.

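On the values as deposited, without a log transformation, the first 2 principal components of the 10 lines held 35.8% and 28.0% of the variance. Neither separated the diets (exact permutation tests of the scores, two-sided, p = 0.524 and 0.849). With each line rescaled to the same total, they held 37.4% and 29.5% (exact permutation tests, p = 0.810 and 0.833). On the log2 scale, LPD line 6 and NPD lines 8 and 15 had the highest scores on the first component, at 44.1, 24.3 and 53.4.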

## Slide 3
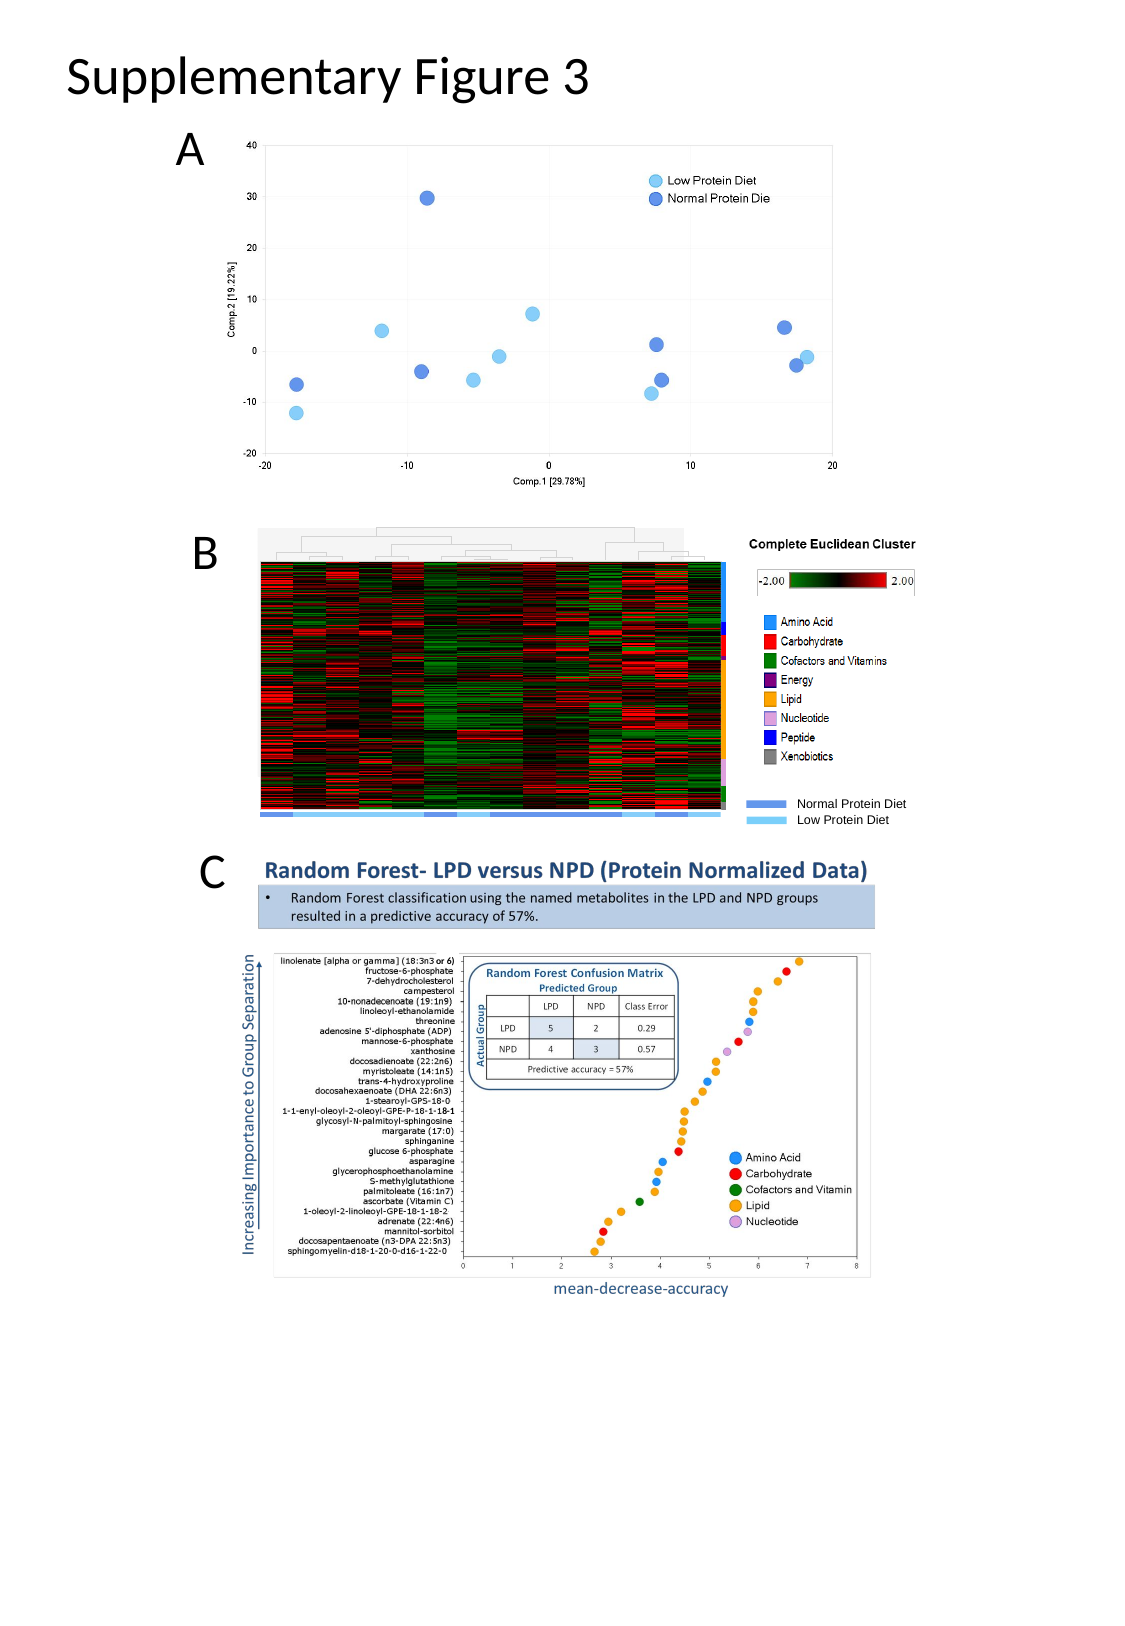

Supplementary Figure 3
A
B
Normal Protein Diet
Low Protein Diet
C
or 6)
8-1

## Slide 4
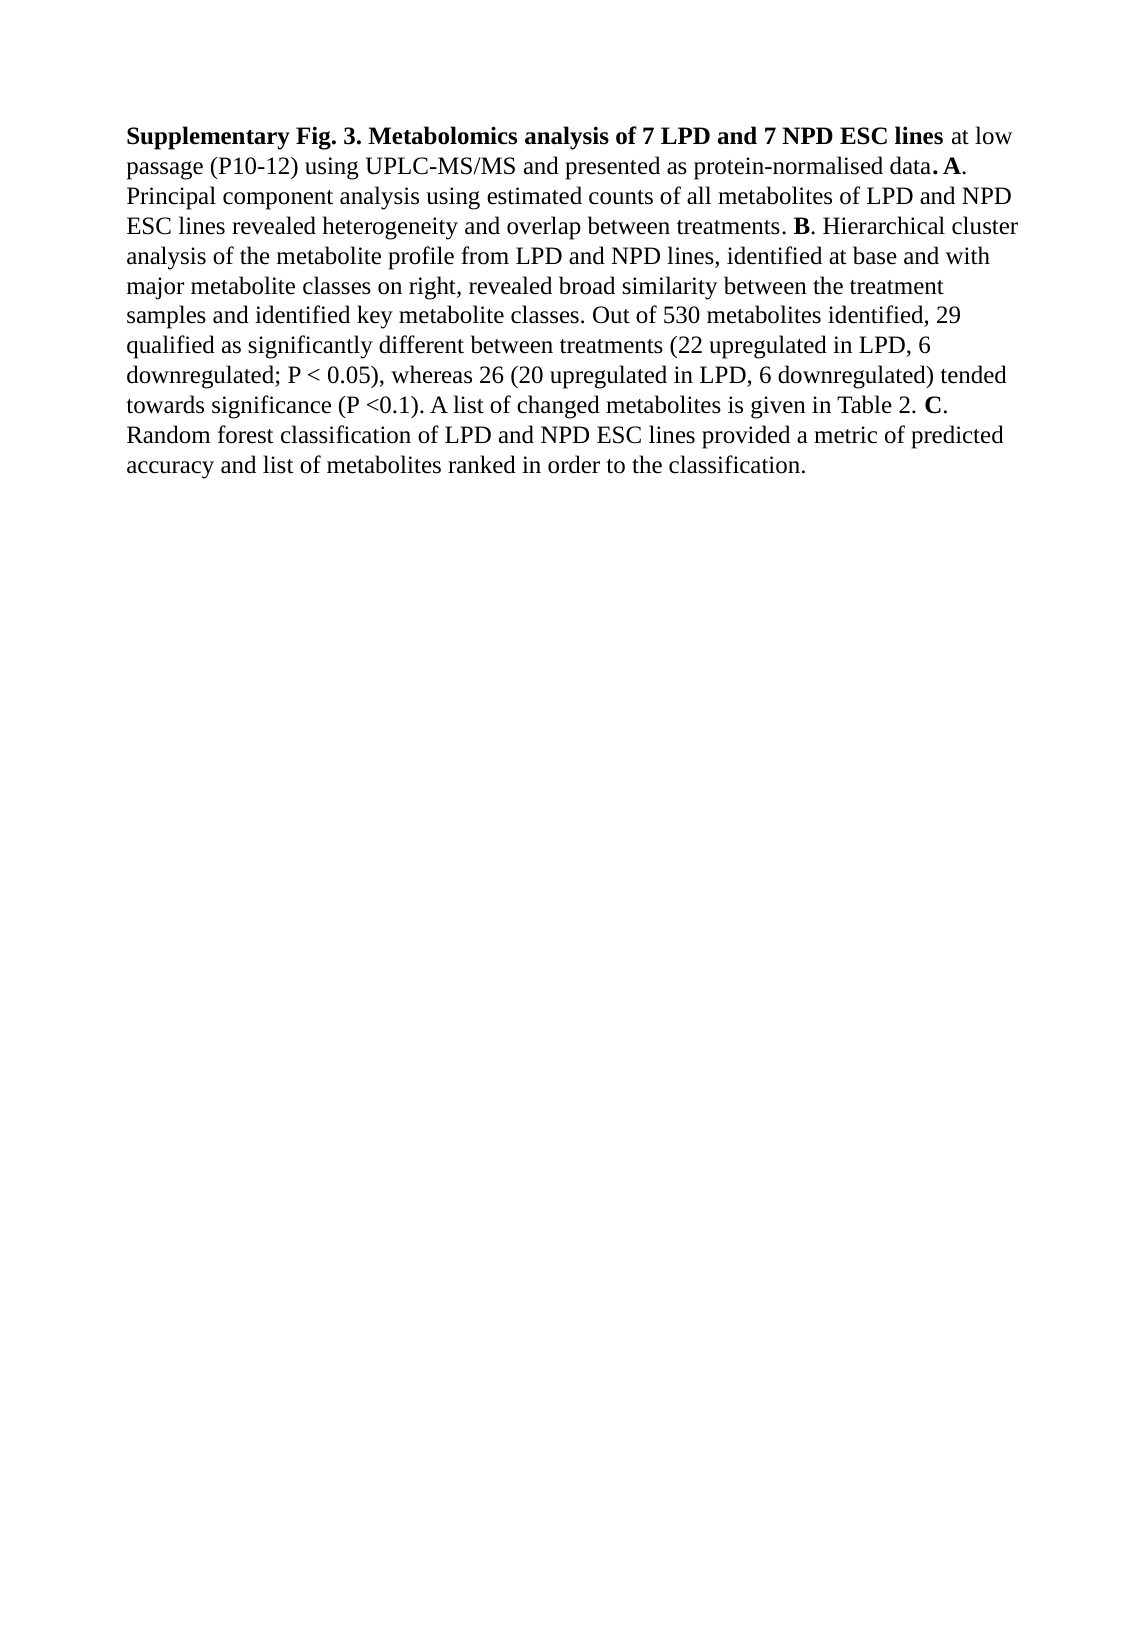

Supplementary Fig. 3. Metabolomics analysis of 7 LPD and 7 NPD ESC lines at low passage (P10-12) using UPLC-MS/MS and presented as protein-normalised data. A. Principal component analysis using estimated counts of all metabolites of LPD and NPD ESC lines revealed heterogeneity and overlap between treatments. B. Hierarchical cluster analysis of the metabolite profile from LPD and NPD lines, identified at base and with major metabolite classes on right, revealed broad similarity between the treatment samples and identified key metabolite classes. Out of 530 metabolites identified, 29 qualified as significantly different between treatments (22 upregulated in LPD, 6 downregulated; P < 0.05), whereas 26 (20 upregulated in LPD, 6 downregulated) tended towards significance (P <0.1). A list of changed metabolites is given in Table 2. C. Random forest classification of LPD and NPD ESC lines provided a metric of predicted accuracy and list of metabolites ranked in order to the classification.

## Slide 5
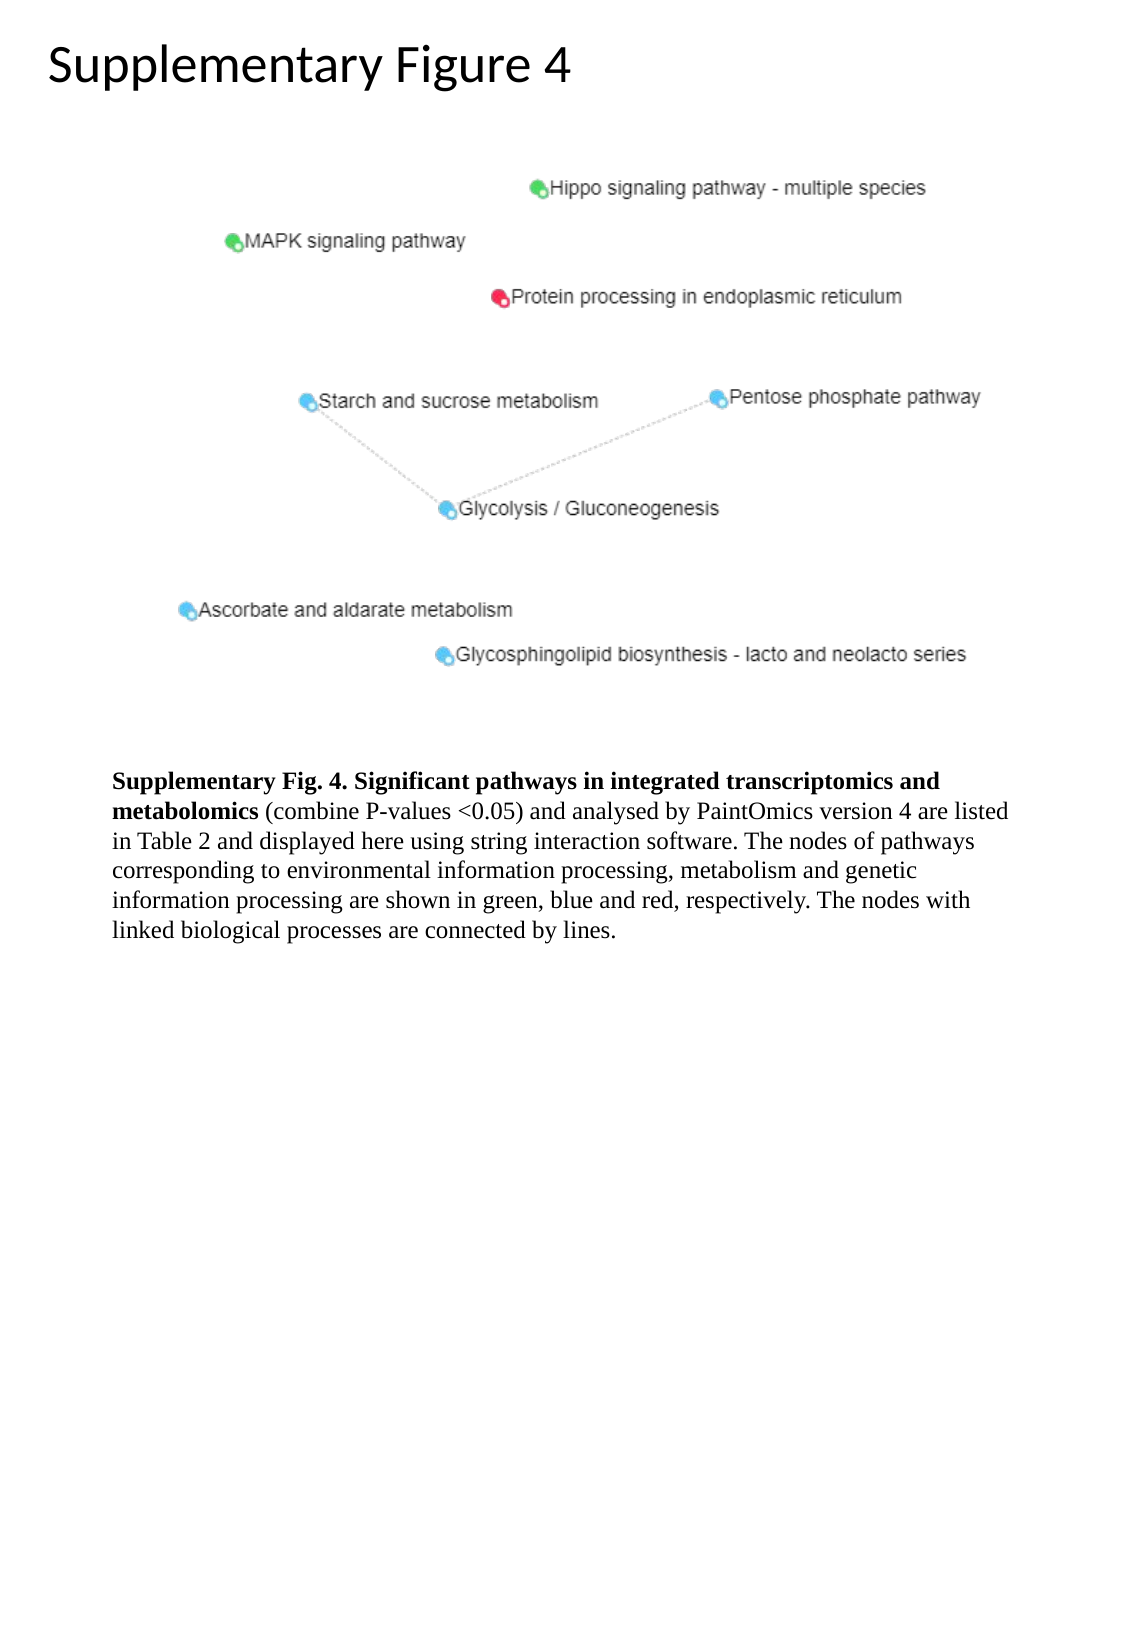

Supplementary Figure 4
Supplementary Fig. 4. Significant pathways in integrated transcriptomics and metabolomics (combine P-values <0.05) and analysed by PaintOmics version 4 are listed in Table 2 and displayed here using string interaction software. The nodes of pathways corresponding to environmental information processing, metabolism and genetic information processing are shown in green, blue and red, respectively. The nodes with linked biological processes are connected by lines.

## Slide 6
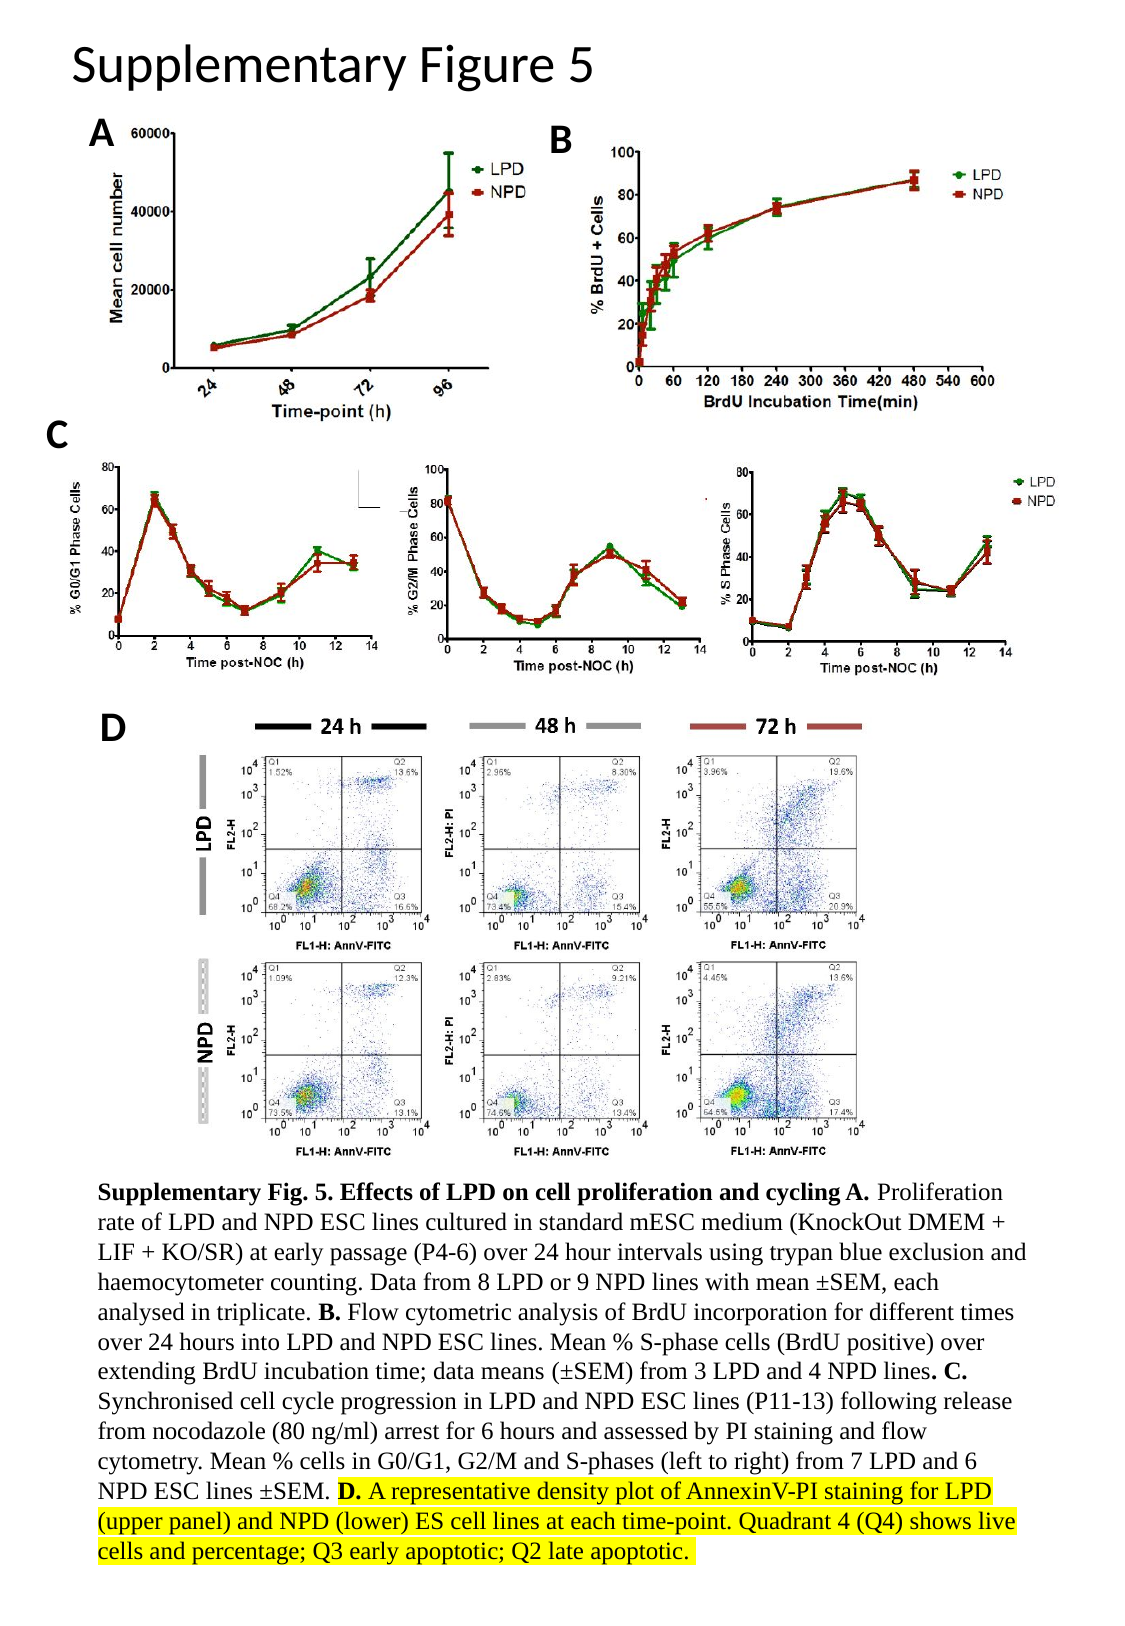

Supplementary Figure 5
A
B
C
D
Supplementary Fig. 5. Effects of LPD on cell proliferation and cycling A. Proliferation rate of LPD and NPD ESC lines cultured in standard mESC medium (KnockOut DMEM + LIF + KO/SR) at early passage (P4-6) over 24 hour intervals using trypan blue exclusion and haemocytometer counting. Data from 8 LPD or 9 NPD lines with mean ±SEM, each analysed in triplicate. B. Flow cytometric analysis of BrdU incorporation for different times over 24 hours into LPD and NPD ESC lines. Mean % S-phase cells (BrdU positive) over extending BrdU incubation time; data means (±SEM) from 3 LPD and 4 NPD lines. C. Synchronised cell cycle progression in LPD and NPD ESC lines (P11-13) following release from nocodazole (80 ng/ml) arrest for 6 hours and assessed by PI staining and flow cytometry. Mean % cells in G0/G1, G2/M and S-phases (left to right) from 7 LPD and 6 NPD ESC lines ±SEM. D. A representative density plot of AnnexinV-PI staining for LPD (upper panel) and NPD (lower) ES cell lines at each time-point. Quadrant 4 (Q4) shows live cells and percentage; Q3 early apoptotic; Q2 late apoptotic.

## Slide 7
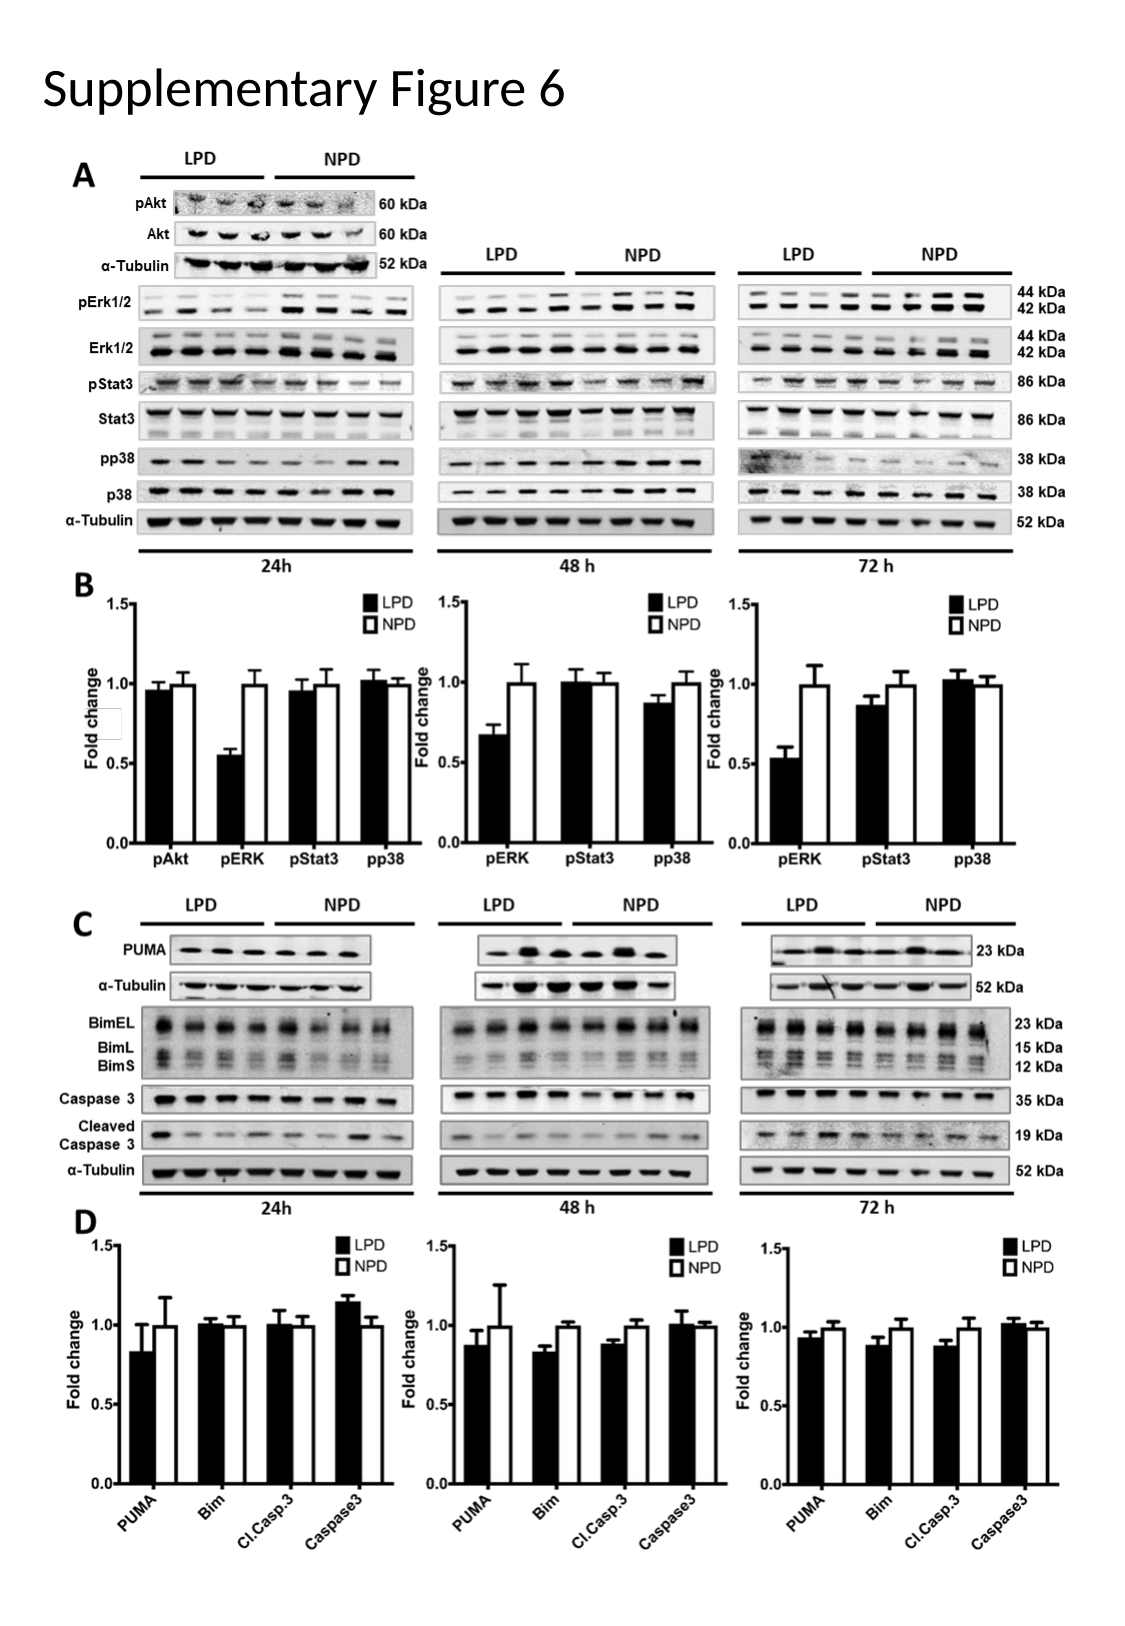

Supplementary Figure 6

## Slide 8
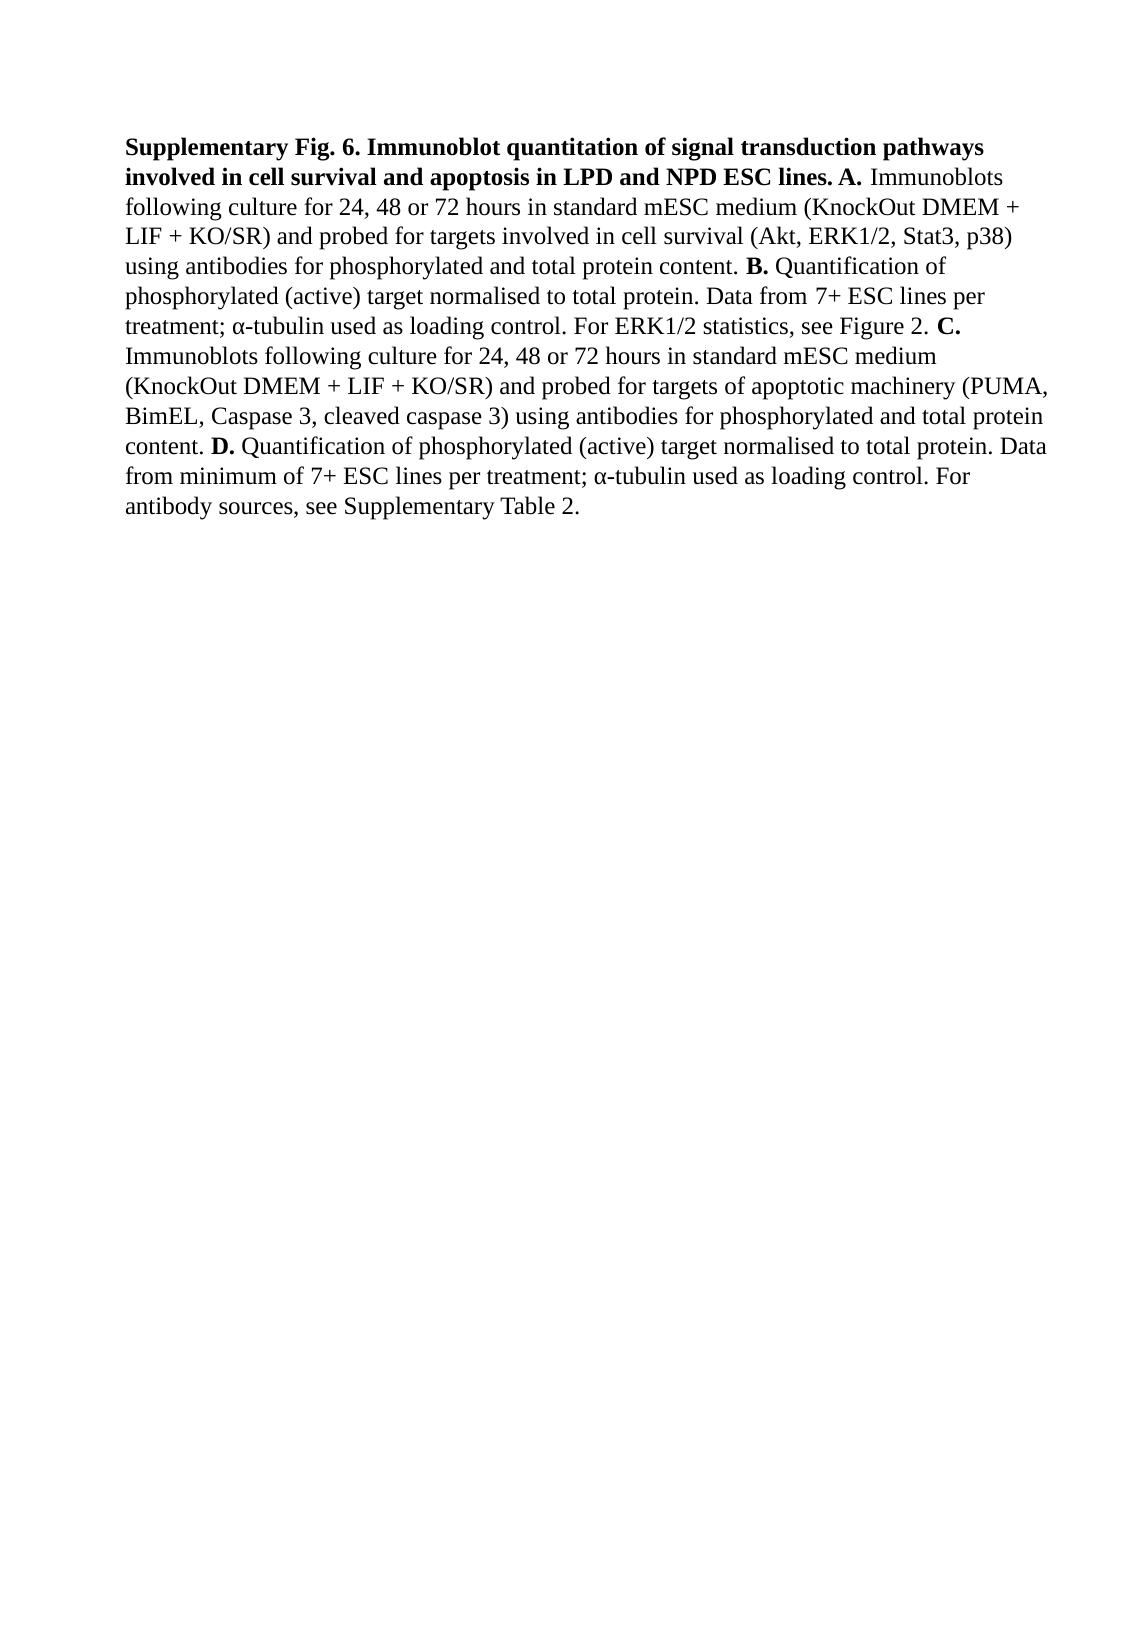

Supplementary Fig. 6. Immunoblot quantitation of signal transduction pathways involved in cell survival and apoptosis in LPD and NPD ESC lines. A. Immunoblots following culture for 24, 48 or 72 hours in standard mESC medium (KnockOut DMEM + LIF + KO/SR) and probed for targets involved in cell survival (Akt, ERK1/2, Stat3, p38) using antibodies for phosphorylated and total protein content. B. Quantification of phosphorylated (active) target normalised to total protein. Data from 7+ ESC lines per treatment; α-tubulin used as loading control. For ERK1/2 statistics, see Figure 2. C. Immunoblots following culture for 24, 48 or 72 hours in standard mESC medium (KnockOut DMEM + LIF + KO/SR) and probed for targets of apoptotic machinery (PUMA, BimEL, Caspase 3, cleaved caspase 3) using antibodies for phosphorylated and total protein content. D. Quantification of phosphorylated (active) target normalised to total protein. Data from minimum of 7+ ESC lines per treatment; α-tubulin used as loading control. For antibody sources, see Supplementary Table 2.

How the deposited data were processed for this re-analysis (not part of the article)

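RNA sequencing was analysed for 10 mouse ESC lines, 5 from blastocysts of mothers fed LPD (9% casein) and 5 from blastocysts of mothers fed NPD (18% casein). Each line was taken as 1 replicate, and 0 columns of the table were without a mapped line. According to the paper, the authors trimmed the adaptors, removed reads of low quality and quantified transcripts with Salmon on the GRCm38 transcripts, and then tested transcripts with Sleuth on TPM values. The table the authors deposited holds a normalized signal per gene, an estimated count that its name says was normalized with DESeq2. How transcripts were summed to genes, and which genes were kept, is not named in the paper's text.

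The table lists 20206 genes. Of these, 19891 were matched to GENCODE M21 on GRCm38 by gene identifier, 17824 of them protein-coding, and 315 were not matched and have no position here. There were 540 genes in 264 groups with values identical to those of another gene, whose reads cannot be assigned to 1 of them. The value that 1 read was worth in each line was estimated from the low values of the 4269 genes with 1 annotated transcript. A low value counted as a whole multiple of it within a tolerance of 0.15. Over all genes only 41.9% to 50.3% of low values did, so whole reads could not be recovered and no count model was used. Depth is given as read equivalents, the total of a line divided by the value of 1 read. On simulated lines with 4000 genes the value of 1 read was recovered within 0.123%.

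Values were transformed as log2(value + 1), and the 14354 genes with a mean of at least 10 over the 10 lines were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a mean-variance trend, no covariate), with Benjamini-Hochberg adjustment and thresholds of 0.1 and 0.05. Named genes were also tested by exact permutation of the mean log2 values over the 252 assignments of 5 and 5 lines. The share of variance between diets was R2 of a permutational analysis of variance on Euclidean distances. Gene lists, 29 in all, were tested with camera at a preset correlation of 0.01, with adjustment over the lists at 0.05, and with fry and an estimated correlation as checks (statmod 1.5.0). The lists cover the genes of Table 1, Fig. 2A and Fig. 3E, the glycolysis genes the paper names with Fig. 3D (with Gapdh and Pgk1, which that figure does not show), pluripotency, Y-linked and reference genes, stress, inflammation, metabolism, MAPK and marker genes of cell types. The Hallmark sets were not used here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps.

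The rule for the genes named was every gene the paper names for its RNA sequencing, the pluripotency genes Nanog, Pou5f1 and Sox2, the Y-linked genes as a check of the sex of the lines, and, where no gene passed adjustment, up to 3 genes in each direction with the smallest p. Of the genes this rule covers, 2 are not reported here, though they remain in the gene lists. Chromosome medians are medians over genes with a mean of at least 100 of the log2 deviation of a line from the median of the 10 lines, and windows of 10 Mb with at least 5 such genes were used along a chromosome.

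The alternatives were pseudocounts of 0.1, 0.5 and 10, no filter and a mean of at least 100, rescaling to the same total, quantile normalization, limma without a trend, with robust eBayes or with array weights, the first principal component of the within-diet residuals as a covariate, an exact Mann-Whitney test, fry and an estimated correlation for lists, the 500 most variable genes for the share of variance, and each line left out in turn. Chosen after seeing the data were counting identical genes once, leaving out the X and Y chromosomes, thinning all lines to the depth of LPD line 4, depth as a covariate, and removing trends with GC content and transcript length, which were known for 98.6% of the genes. The diet comparison was repeated for 100 of the 126 distinct splits of the lines into 5 and 5.

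The test was tried on simulated values for 14354 genes, 200 of them changed by 1 or 2 on the log2 scale, with genes drawn independently of each other. The shares found below do not apply to correlated genes or to smaller changes, such as the 0.46 of Jund. The test called 82% of the changed genes at an adjusted p under 0.1, 91% of those changed by 2 and 73% of those changed by 1 on the log2 scale, and 31 unchanged genes. With nothing changed it called 0 genes, with 691 at an unadjusted p under 0.05. A rise of 0.3 placed on the real values of chromosome 7 in NPD line 21 was found as 0.28. Chromosome 7 holds 787 of the 10455 genes used.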

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

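Chosen only after the result was seen were the tests of the scale of NPD line 15, of other cells in its place, of such cells in LPD line 4, of loss of its Y chromosome, and, for the immediate early genes, of LPD lines 1 and 20 alone, of fibroblast feeder cells and of handling. A line was singled out where its gap to the nearest line of the same diet took up most of the range of that diet. Among 234 groups of 5 lines this happened 31 times, where chance gives 11.7. The groups are not independent. Single Y-linked genes, the Y-linked median and the list of sex-linked check genes each singled out NPD line 15 and LPD line 4. The 31 are therefore not separate cases, and the excess over chance is not a measure of how many lines stood apart.

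NPD line 15 had low values for Y-linked genes. Zfy1 was listed at 0, Kdm5d at 121, Uty at 15.6, Ddx3y at 7.70, Eif2s3y at 7.72 and Uba1y at 1.33, and the other NPD lines had 121 to 169.5 for Zfy1 and 612 to 720.5 for Kdm5d. Its Y-linked median was -7.07, its X-linked median was 0.49, and its chromosome 12 median was 0.0129, against -0.00896 to -0.00356 in the other NPD lines. The list of sex-linked check genes had a score of -4.62. The autosomal median of -0.0150 cannot test the overall scale of the line, because the values were already normalized between lines. That scale is argued against by X-linked and Y-linked medians of opposite sign. Gain of a part of the X chromosome is argued against by 15 of 15 windows above 0.25. Cells of another kind in place of the stem cells are argued against by Pou5f1, at 104.3% of the median of the other 9 lines. A second X chromosome in place of the Y chromosome, in all or part of the cells, is a candidate explanation, since 100% of the X windows were above 0.25. Sry, which does not follow the other Y-linked genes, had 23.5 in this line, and the paper's karyotype and PCR data were not analysed here.

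LPD line 4 also had low Y-linked values, with 31.6 for Zfy1, 342 for Kdm5d, 44.8 for Uty, 174 for Ddx3y, 140.4 for Eif2s3y and 73.5 for Uba1y. Its Y-linked median was -2.88 and its score of the sex-linked check genes was -1.79. The low depth of the line is argued against by the 6776 autosomal genes of similar mean, of which 0.0148% lay as low. Cells such as those of NPD line 15 in the culture are argued against by an X-linked median of 0.00138. Loss of the Y chromosome from part of the cells may account for it, but the levels of the 6 genes, from 8.87% to 51.4% of the median of the other 8 lines, differ 5.79-fold, so this loss and a change of single genes cannot be told apart.

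NPD line 8 had a chromosome 3 median of 0.18 over 472 genes, against -0.04 to -0.00185 in the other NPD lines. The spread of single genes is argued against by 10000 random sets of as many autosomal genes, whose highest median was 0.0182, a share of 0.0001, the smallest they can give. Gain of a part of the chromosome is argued against by 15 of 16 windows above 0.09. Gain of the whole chromosome 3 in part of the cells is a candidate explanation, with 93.8% of windows above 0.09. Apart from this, the largest chromosome median of any autosome and line was 0.09, for chromosome 18 in LPD line 20.

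The immediate early genes, which the paper does not discuss as a group, were higher in LPD with a median log2 fold change of 0.70. Lower depth of LPD lines 4, 6 and 40 is argued against by a median of 0.94 with LPD lines 1 and 20 alone, and by 0.79 with all lines thinned to the same depth. GC content and transcript length are argued against by 0.69 with these trends removed, NPD line 15 by 0.70 without it, and fibroblast feeder cells in the LPD cultures by the fibroblast list, at -0.52, which was 0.02 without NPD line 15. Handling of the cultures at harvest and an effect of the diet cannot be told apart, because no harvest batch is given and 4 LPD lines lay above every NPD line.

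In single genes, LPD line 40 had 20178 for Gpi1 (12113 to 13542 in the other LPD lines), 74.3 for Dusp8 (236 to 362) and 974 for Klf6 (1835 to 2125). LPD line 4 had 44.4 for Pfkfb1 (124 to 165), and LPD line 20 had 2471 for Rpe (1570.4 to 1775) and 129 for Iffo1 (174 to 195). In list scores, NPD line 15 had 0.13 for the TNF and NF-kB list (-0.33 to -0.23 in the other NPD lines), LPD line 20 had -0.37 for interferon genes and -0.36 for naive pluripotency genes, LPD line 6 had -0.15 for pentose phosphate genes and 1.52 for the fibroblast list, and NPD line 21 had -0.44 for targets of YAP. No cause was tested for these, and chance alone gives 11.7 such cases over all groups.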

How the results depend on the processing

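The tests of thinning, depth as a covariate, GC content and length, identical genes and the sex chromosomes were chosen only after the results were seen. They are 5 of the alternatives, and the other 25, including 10 fits that each left out 1 line, were fixed before the data were examined. Of 59 named genes, 45 kept their direction in every setting run, and 14 reversed in at least 1. The number of Table 1 genes at an unadjusted p under 0.05 stayed between 15 and 17, that of Fig. 2A between 9 and 10, and the share of variance between diets between 10.3% and 13.4%. Where a result changed, the cause was not tested.

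Across the 10 fits that each left out 1 line, the genes under an adjusted p of 0.1 ranged from 0 to 40 and under 0.05 from 0 to 17, with the highest counts without LPD line 40. The genes at an unadjusted p under 0.05 in those fits ranged from 322 to 529 higher and from 227 to 405 lower. Glycolysis genes named with Fig. 3D at an unadjusted p under 0.05 ranged from 0 to 1, and those of Fig. 3E from 0 to 2. Log2 fold changes that reversed ranged from -0.17 to 0.0888 for Gpi1, -0.15 to 0.0817 for Furin, -0.11 to 0.0704 for Tmem132a, -0.0434 to 0.0523 for Acin1, -0.25 to 0.0392 for Hk1, -0.0554 to 0.10 for Hk2, -0.49 to 0.0544 for Pfkl, -0.38 to 0.0858 for Pfkfb1, -0.0399 to 0.29 for Pfkfb3, -0.35 to 0.25 for Aldoc, -0.22 to 0.0351 for Eno1, -0.29 to 0.0267 for Pkm, -0.0386 to 0.13 for Pgls and -0.11 to 0.0733 for Pou5f1. The fibroblast list ranged from -1.12 to 0.0192.

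Without a filter, 549 genes were lower in LPD at an unadjusted p under 0.05 and 46.2% of such genes were higher. The exact Mann-Whitney test gave 271 higher. With array weights, 1 gene (Nppb) was under an adjusted p of 0.1 and 1 gene of Fig. 3E was under an unadjusted 0.05. Log2 fold changes that reversed there were 0.0672 for Tmem132a, -0.0105 for Acin1, 0.0297 for Hk1, -0.0374 for Hk2, -0.0261 for Pfkfb3, 0.0565 for Aldoc and -0.0191 for Pgls. Rescaling to the same total gave -0.0228 for Acin1 and -0.00104 for Hk2, and quantile normalization -0.0173 for Acin1. Fig. 3E had 0 genes in limma without a trend and 1 with the first principal component as a covariate. Of the gene lists, 2 were called under fry and 3 with an estimated correlation. Among the settings added later, thinning, depth as a covariate and removal of GC and length trends each left 1 gene of Fig. 3E. Thinning gave -0.0101 for Pfkfb3, and depth as a covariate gave 0.31 for Pfkfb1 and 0.0273 for Pou5f1. Elsewhere 14 calls of named genes were gained, with 0 named genes called at first, so that no loss was possible. Over all settings, 48 list calls were lost and 7 gained, the latter in 6 settings, 5 of which leave out 1 line and 1 of which has depth as a covariate (sex-linked check genes, adjusted p = 0.0445).

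Depth limits low genes: the log2 fold changes before and after thinning to the depth of LPD line 4 had a correlation of 0.876 across genes, which are not independent replicates. Count models were not run, because the values are not whole reads, and values were not summed over transcripts, because the table is per gene. No paired analysis was possible because the diets share no replicate numbers.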

Differences from the paper's values

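The log base of b and the approximate TPM scale were chosen only after the values were seen. The paper does not state the log base of b in Table 1. Gene totals within the larger of the paper's standard error and the SD between lines were 13 of 24 on the natural log scale and 13 of 24 on the log2 scale. The median absolute gap was 0.123 on the former and 0.316 on the latter, so natural logs are compared here, as a scale chosen after seeing the values. The paper's values are per transcript and those of the table are gene totals. Of the 11 that differ, Maff had 1.08 against the paper's 1.60, Tagln 0.509 against the paper's 1.98, Specc1 0.357 against the paper's 0.685, and Furin -0.0188 against the paper's 4.60. Aldh2 had 0.105 against the paper's -1.03, Ddx17 -0.129 against the paper's -0.560, Pick1 -0.137 against the paper's -0.833, and Gpi1 -0.0286 against the paper's -0.898. Tmem132a had -0.0122 against the paper's -0.873, Acin1 0.00796 against the paper's -0.516, and Ubp1 0.0583 against the paper's -0.568. None of the 22 alternatives set before the data were examined that apply to these values closed any of these gaps. On the log2 scale Maff, at 1.56, and Specc1, at 0.515, lay within that error of the paper's value, while Nppb, at 2.46, and Jund, at 0.456, no longer did.

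The paper reports 24 transcripts past an FDR of 0.1 and 8 past 0.05, and 0 genes passed either here, with 721 at an unadjusted p under 0.05. None of the 22 alternatives came within 1.5 times the paper's counts, and without LPD line 40 the counts were above them, with 40 genes past 0.1 and 17 past 0.05. With array weights Nppb passed 0.1. Without LPD line 40, Maff, Rassf1, Nppb, Herpud1, Jund, Atf4, B3gnt5, Klf5, Dusp8, Phlda1, Ifrd1 and Klf6 of Table 1 passed 0.1.

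Means in NPD lines on an approximate TPM scale, made from gene totals and transcript length, were compared with the paper's figures. In Fig. 2A, read by eye, the paper's values are about 4 for Maff, about 10 for Rassf1, about 11 for Ddx17 and about 230 for Atf4, against 12.7, 18.5, 254.5 and 366. In Fig. 3D, read by eye, they are about 20 for Gpi1, about 5 for Eno1, about 7 for Pkm, about 80 for Hk2 and about 1 for Mpi, against 601, 2032, 2138, 137 and 18.7. In Fig. 3E, read by eye, the paper's value is about 4 for Aldh2, against 189. Of the 5 alternatives set before the data were examined that apply, the fit without NPD line 8 brought Atf4 within the paper's value, and none did so for the other genes.

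In directions, the paper has Map3k14, Pgls and Aldh2 reduced in LPD, and their gene totals were higher, with log2 fold changes of 0.53, 0.06 and 0.15. The paper has Dusp14 increased, and its p was 0.135 in the exact permutation test. The paper has Gpi, Mpi, Eno1, Pkm and Slc2a5 reduced and Gaa increased, and none of these 6 gene totals reached an unadjusted p of 0.05, although each moved in the paper's direction with all 10 lines. By qRT-PCR, the paper also had Dusp14 increased and Gpi and Mpi reduced. Its qRT-PCR did not bear out the changes of Map3k14, Aldh2 and Gaa. Gpi1 reversed without LPD line 20 or NPD line 21, and Eno1 and Pkm without LPD line 6.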

Other observations

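The tests of Egr1 and the other early genes, of transcript annotation, and of other splits of the lines for genes past adjustment were chosen only after the results were seen. The pluripotency genes did not differ between the diets. Log2 fold changes were -0.15 for Nanog (exact permutation test, p = 0.524), -0.02 for Pou5f1 (p = 0.905 in the same exact test) and -0.16 for Sox2 (p = 0.127 in the same exact test). With 1 line left out, Nanog had -0.00788 without LPD line 20 and -0.25 without LPD line 40, Pou5f1 had 0.0733 without LPD line 6 and -0.11 without LPD line 40, and Sox2 had -0.0997 without NPD line 15.

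Other splits of the lines into 5 and 5 cannot be set against the counts of 0, since each of 100 splits gives at least 0. Of the 100 splits, 8 gave any genes under an adjusted p of 0.1, up to 433, and 7 gave any under 0.05, up to 52, while the real split gave 0 and 0, with 721 at an unadjusted p under 0.05. As many genes were higher at an unadjusted p under 0.05 in 38 splits and as many lower in 52, and the share of variance was as large in 53. The paper's direction held for as many Table 1 genes in 24 splits. Only 1 of the 100 splits, the real one, gave as many Table 1 genes at an unadjusted p under 0.05, and 1 as many genes of Fig. 2A, but the study chose both lists on these lines. For the glycolysis genes named with Fig. 3D the count is also 0, which 100 of 100 splits reach, and 62 gave at least 1 gene. The count was as large in 11 splits for Fig. 3E and in 18 for the number of gene lists called.

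Whether a Table 1 transcript is annotated with a full coding sequence may bear on whether the gene total shows the paper's change, a hypothesis found from these same genes. Annotation and an unadjusted p under 0.05 in the paper's direction were related (Fisher's exact test, two-sided, p = 0.0027).

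Egr1, Fos, Fosb, Egr2 and Egr3 were chosen after their values were seen. Egr1 had 16051 and 15176 in LPD lines 1 and 4, 548, 831 and 169.6 in LPD lines 6, 20 and 40, and 118 to 2188 in NPD lines. Fos had 1227 and 1109.7 in LPD lines 1 and 4, Fosb had 505 and 319, Egr2 had 329 and 294, and Egr3 had 345 and 527. The highest NPD values were 125 for Fos, 15.3 for Fosb, 5.00 for Egr2 and 11.3 for Egr3. LPD lines 6 and 20 had 50.8 and 17.6 for Fosb, 12.2 and 10.0 for Egr2 and 50.8 and 110 for Egr3, so 4 of 5 LPD lines lay above every NPD line in these 3 genes, and 2 in Egr1 and Fos. LPD line 40 did not in any of them, so all 5 did in 0 of the 5 genes. A rise common to the LPD lines and a growth stimulus or handling shortly before harvest cannot be told apart, because the genes were chosen for this pattern and no harvest batch is given.

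Most of the fibroblast genes were highest in NPD line 15, but Twist1 was highest in LPD line 20 (485, against 146 in NPD line 15), Col5a2 in LPD line 6 (432 against 382) and Fstl1 in NPD line 36 (3301 against 2575). Col1a1 had 2709 there, 1704 in LPD line 6 and 1016 in NPD line 8, against 131 to 534 in the other lines, and Lum had 111 against at most 1.39 elsewhere. Lox had 1105 and Bgn 1116 in NPD line 15.

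Of the smallest p among lower genes, Leng8 had a log2 fold change of -0.54, Iffo1 of -0.76 and Gm14440 of -4.63, each below every NPD line in 5 of 5 LPD lines, with an adjusted p of 0.290 (limma). LPD line 20 stood apart for Iffo1, at 129. In Gm14440 the NPD lines ranged from 26.5 to 185, and LPD lines 4, 6 and 40 were listed at 0, so its fold change depends on the pseudocount, from -6.67 with 0.1 to -2.46 with 10. Without LPD line 20, which had 24.9, its adjusted p was 0.0714.

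Of the other lists, median log2 fold changes were 0.49 for the genes of Table 1, 0.68 for Fig. 2A, -0.04 for the glycolysis genes named with Fig. 3D and 0.06 for Fig. 3E. Among lists called by camera alone, the median was 0.18 for cholesterol synthesis (0.08 without LPD line 40 and 0.10 without NPD line 36), 0.27 for feedback targets of ERK, 0.10 for targets of YAP (0.06 without LPD line 6, and 0.24, 0.19, 0.21, 0.16 and 0.17 without LPD lines 1, 4 and 40 and NPD lines 8 and 15), 0.34 for actin and SRF genes, 0.47 for primitive endoderm genes (0.08 without NPD line 15, 0.22 without LPD line 1, 0.74 without NPD line 36 and 0.84 without LPD line 6), 0.07 for ribosomal proteins (0.02, 0.04 and 0.04 without LPD line 40 and NPD lines 8 and 36, and 0.11, 0.11 and 0.13 without LPD lines 4 and 6 and NPD line 21) and -0.52 for fibroblast genes (0.02 without NPD line 15, -0.33 without LPD line 40, and -0.87 to -1.12 without NPD line 21, NPD line 51 or LPD line 6). The camera call was lost (adjusted p) for actin and SRF genes without LPD line 6 (0.135), for primitive endoderm genes without LPD lines 1 and 40 and NPD lines 8 and 15 (0.295, 0.173, 0.0759 and 0.816), for ribosomal proteins without LPD line 40 and NPD lines 8 and 36 (0.795, 0.0759 and 0.118), and for fibroblast genes without LPD lines 1, 4, 20 and 40 and NPD lines 8 and 15 (0.135, 0.0848, 0.0946, 0.230, 0.0759 and 0.891). Feedback targets of ERK had 11 genes higher and 3 lower, with 4 LPD lines above every NPD line (exact permutation test, p = 0.0635). Their adjusted p was 1.36e-05 in camera, 0.356 under fry and 0.304 with the estimated correlation. The paper reports reduced ERK1/2 activation in LPD lines by immunoblot, so this RNA leaned the other way. Phosphorylation was not measured here, so the reason cannot be told. Lists that were not called had medians of -0.03 for core MAPK genes, 0.08 for the unfolded protein response, 0.02 for pentose phosphate genes, -0.15 for the pluripotency genes, 0.58 for the sex-linked check genes, -0.03 for qRT-PCR reference genes, -0.03 for naive pluripotency, -0.26 for formative or primed pluripotency, 0.06 for 2-cell-like genes, -0.07 for imprinted genes and 0.03 for genes of the immunoblots. Some of these were called with 1 line left out: the unfolded protein response without LPD line 40 (0.10, adjusted p = 0.0226) or NPD line 36 (0.11, adjusted p = 0.00273), formative or primed pluripotency without LPD line 20 (-0.30, adjusted p = 0.0254) or NPD line 8 (-0.20, adjusted p = 0.0123), and 2-cell-like genes without NPD line 15 (-0.44, adjusted p = 0.00640).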
